# Patterns of differential gene expression in adult rotation-resistant and wild-type western corn rootworm digestive tracts

**DOI:** 10.1111/eva.12278

**Published:** 2015-07-16

**Authors:** Chia-Ching Chu, Jorge A Zavala, Joseph L Spencer, Matías J Curzi, Christopher J Fields, Jenny Drnevich, Blair D Siegfried, Manfredo J Seufferheld

**Keywords:** adaptation, agriculture, ecological genetics

## Abstract

The western corn rootworm (WCR,*Diabrotica virgifera virgifera* LeConte) is an important pest of corn. Annual crop rotation between corn and soybean disrupts the corn-dependent WCR life cycle and is widely adopted to manage this pest. This strategy selected for rotation-resistant (RR) WCR with reduced ovipositional fidelity to corn. Previous studies revealed that RR-WCR adults exhibit greater tolerance of soybean diets, different gut physiology, and host–microbe interactions compared to rotation-susceptible wild types (WT). To identify the genetic mechanisms underlying these phenotypic changes, a *de novo* assembly of the WCR adult gut transcriptome was constructed and used for RNA-sequencing analyses of RNA libraries from different WCR phenotypes fed with corn or soybean diets. Global gene expression profiles of WT- and RR-WCR were similar when feeding on corn diets, but different when feeding on soybean. Using network-based methods, we identified gene modules transcriptionally correlated with the RR phenotype. Gene ontology enrichment analyses indicated that the functions of these modules were related to metabolic processes, immune responses, biological adhesion, and other functions/processes that appear to correlate to documented traits in RR populations. These results suggest that gut transcriptomic divergence correlated with brief soybean feeding and other physiological traits may exist between RR- and WT-WCR adults.

## Introduction

The western corn rootworm (WCR, *Diabrotica virgifera virgifera* LeConte; Coleoptera: Chrysomelidae) is an important corn pest in the US and Europe (Gray et al. 2009). Its subterranean larvae mainly feed on corn roots, while adult beetles feed on aboveground corn tissues (Levine and Oloumi-Sadeghi 1991). Female WCR often mate soon after emergence (Hill 1975) and eventually oviposit in the soil of nearby cornfields (Levine and Oloumi-Sadeghi 1991; Spencer et al. 2009). These characteristics made annual crop rotation between corn and nonhost soybeans (*Glycine max*) an effective measure to control the pest; larvae emerging in soybean fields (planted after corn) do not survive (Spencer et al. 2009). However, within a few decades, the selection pressure imposed by wide adoption of crop rotation resulted in the appearance and spread of a rotation-resistant (RR) WCR variant in the eastern portion of the US Corn Belt (Levine et al. 2002; Gray et al. 2009). It has been suggested that RR-WCR were selected for lower ovipositional fidelity to cornfields and higher mobility (Levine et al. 2002; Knolhoff et al. 2006), both of which may help them to circumvent crop rotation. In areas where rotation resistance is a problem, WCR could often be found feeding and ovipositing in both soybean and cornfields (Levine et al. 2002; Spencer et al. 2009).

Soybeans are well-defended against many Coleopteran insects by cysteine protease inhibitors (CystPIs). Previous studies showed that ingestion of CystPIs could inhibit WCR digestive proteolysis in laboratory and field conditions (Zhao et al. 1996; Koiwa et al. 2000; Zavala et al. 2008). Adult WCR fed with CystPI also exhibit reduced fecundity (Kim and Mullin 2003). A recent study across different WT- and RR-WCR populations indicated that RR populations exhibit higher tolerance of soybean, greater gut cysteine protease activity, and elevated protease gene expression compared to WT populations (Curzi et al. 2012). One of the WT populations collected from Ames, Iowa, a location closer to the western edge of the reported rotation-resistance problem area (Gray et al. 2009) (Figure S1), exhibited digestive cysteine protease activity and tolerance of soybean diet that were slightly higher than those of other WT populations (Curzi et al. 2012). This suggests that low levels of RR could have existed in Ames, Iowa. In another study, the gut bacterial community structure of RR-WCR populations was found to differ from that of WT populations; antibiotic experiments also indicated that the gut microbiota contribute to RR-WCR’s elevated tolerance to soybean CystPIs (Chu et al. 2013).

Although the protease activity and the gut microbiota of RR-WCR may act as important components helping RR-WCR to confront dietary stress, their actions may be accompanied by alterations in RR-WCR genetics at a broader scale. Insect physiology, behavior and host–microbe interactions are interconnected and genetically regulated and are vital for determining their fitness in surrounding environments (Simpson and Raubenheimer 1993; Dillon and Dillon 2004; Lee and Park 2004; Schmid-Hempel 2005). Characterizing gene regulatory changes in RR-WCR may open venues for developing tools for monitoring their spread and presence in the field and broaden our understanding of resistance evolution. Here, we propose that the RR-WCR’s adaptation to brief soybean herbivory is not only correlated with changes in few aspects of their gut physiology, but is also influenced by substantial changes in their genetic regulation.

To determine whether transcriptomic divergence exists between WT- and RR-WCR adults, we sampled field populations of WT- or RR-WCR across four states in the USA and studied whether gut transcriptomes of RR-WCR differ from those of WT populations. Also, the overall relationships between these transcriptomes and those from WCR collected from Ames, Iowa – a population that exhibited slightly elevated tolerance of soybean diet – were also examined. A *de novo*assembly of the WCR adult gut transcriptome was constructed and used for RNA-sequencing (RNA-seq) analyses on RNA libraries from different WCR phenotypes that were fed on corn or soybean diets. In addition, differential gene expression analyses, network-based methods (weighted gene co-expression network analysis), and gene ontology (GO) enrichment analysis were used to characterize gene modules transcriptionally correlated with the RR phenotype. The experiments presented in this study examine the potential genetic changes in RR-WCR and suggest that transcriptomic divergence exists between RR and WT populations.

## Materials and methods

### Insect and plant materials

To study the gut transcriptomes of WCR adults, we obtained total gut RNA from field-sampled and laboratory-reared WCR that were fed with corn or soybean tissues. We used the samples for *de novo*assembly of a reference transcriptome (pooling RNA from all population × diet samples) and RNA-seq analyses (pooled within each phenotype × diet) comparing transcription profiles in different WCR phenotypes on different diets (details described in following sections). Adults of six field WCR populations were sampled from different cornfields during late July to August 2010 (Figure S1, Table S1). Three RR-WCR populations were collected from Shabbona (41°50′36″N, 88°50′58″W), Minonk (40°51′26″N, 89°00′26″W), and Urbana (40°09′14″N, 88°08′40″W), Illinois. Two WT-WCR populations were sampled from Higginsville, Missouri (39°07′09″N, 93°49′42″W), and Concord, Nebraska (42°23′39″N, 96°57′23″W). A WT population that exhibited slightly higher tolerance of soybean diet than other WT population in a previous study (Curzi et al. 2012) was collected from Ames, Iowa (42°3′8″N, 93°32′6″W). The populations were grouped into different phenotypes based on the previously documented range of RR-WCR (Gray et al. 2009) and phenotypic characterizations on these populations (Curzi et al. 2012; Chu et al. 2013). The sex ratios for all populations collected were similar (∼70% females). Individuals from a nondiapausing USDA-reared WCR colony were also obtained during 2009; their RNA was used only for construction of the reference transcriptome. Sampled beetles were kept on a diet of immature corn ears and a mixture of green and yellow silks (*Zea mays*, variety ‘Sugar Buns’) in the laboratory for at least 72 h before experiments. Fresh corn diet was provided daily. Corn plants used in this study were grown in an experimental plot on the University of Illinois campus in Urbana-Champaign. Soybean plants (*G. max*‘Williams 82’) were grown in a University of Illinois greenhouse under light intensities of 1200–1500 *μ*mol m^−2^ s^−1^ for 4 weeks.

### Dietary treatments and WCR gut RNA extraction

Caged WCR adults from each population/colony were sampled after exposure to three dietary treatments: (i) the same corn diet described above (designated as ‘0 h’) or a soybean diet (intact soybean plant) for (ii) 8 h or (iii) 36 h. To promote soybean feeding among the soybean treatment groups, insects were starved for 48 h (with water access) before they were given access to soybean plants. All cages were kept in a growth chamber set at 24°C, 70–90% relative humidity and on a 14:10 (L:D) photoperiod. After the treatments, insects were anesthetized using chloroform. Complete digestive tracts were detached from WCR heads and pulled out of the bodies from the posterior end using forceps. The guts were then immediately soaked in 50 *μ*L of RNAlater (Ambion Inc., Austin, TX, USA) and stored (within the solution) at −80°C until use. For RNA extraction, gut samples (each sample consisted of complete digestive tracts from five beetles) were homogenized in liquid nitrogen using mortars and pestles. Total RNA was extracted from these samples using the E.Z.N.A. Total RNA Kit I (Omega Bio-Tek, Norcross, GA, USA) including DNase treatments. A total of 210 insects were used in this study.

### *De novo*assembly of the WCR adult gut transcriptome

To construct a reference transcriptome, gut RNA was collected from seven WCR populations subjected to the three dietary treatments described above. Two biological replicates from each ‘population × diet’ treatment were sampled. A total of 42 RNA samples (7 populations × 3 dietary treatments × 2 biological replicates) were pooled at equal mass (to 21 *μ*g) into a ‘454 sequencing sample’. The sample was 454 sequenced using standard protocols (Appendix S1). The sequencing produced 1.22 million reads (406 mb) with an average read length of ∼333 bp. The data were assembled using Newbler v. 2.7 (Roche Inc., Indianapolis, IN, USA) using an adjusted minimum overlap identity of 95%. In addition, paired-end Illumina reads obtained from the RNA-seq analysis (described below) were incorporated to error-correct homopolymers in the initial 454 assembly using iCORN v. 1.0 (Otto et al. 2010). Transcriptome annotation was conducted using BLASTx v. 2.2.26+ (Altschul et al. 1997; Cameron et al. 2004) against the following databases: UniRef90 (Sept. 2012), *Drosophila melanogaster*(FlyBase release 5.47), *Tribolium castaneum*(BeetleBase OGS3), and the *Arthropoda*subset of the nonredundant (nr) protein database (Sept. 12, 2012; E-value cutoff of 10^−5^). Based on the search results, isogroups (i.e., groups of contigs that correspond to a gene) were then resolved to single best representative coding isotigs/contigs (i.e., mRNA) based on consistency of BLASTX top hits; each isotig/contig has a single, longest best scoring hit to the databases (Figure S2). In several cases, isogroups were split into subgroups if BLAST results indicated isotig sequences may result from two genic regions; each subgroup was then resolved as described above for normal isogroups. Sequences that do not have a protein hit in the above BLAST analysis were mapped (via BLASTN) to a previously annotated WCR larval gut transcriptome (Eyun et al. 2014). These mapped sequences were assumed to be noncoding WCR RNA.

### Illumina RNA sequencing

To cover the transcription profiles across distinct WCR phenotypes fed on different dietary treatments (greater breadth) under reasonable expense, the six previously characterized WCR populations were grouped into different ‘phenotypic’ groups. The Higginsville (Missouri) and Concord (Nebraska) populations were grouped as ‘WT’ populations, whereas the Urbana, Minonk, and Shabbona populations from Illinois were classified as ‘RR’ populations. WCR collected from Ames, Iowa, were sequenced separately (designated as ‘IA’) due to their slightly elevated tolerance of soybean diet (Curzi et al. 2012). For each dietary treatment, RNA samples from populations within each phenotypic group were pooled (at equal mass; resulting in an ‘Illumina sequencing sample’). For example, one RNA sample from Higginsville WCR fed with corn diets was pooled with another from Concord WCR fed with the same corn diet, resulting an independent ‘WT × corn diet’ sample. Two of such sequencing samples (biological replicates) from nine ‘phenotype × diet’ treatments (18 in total) were sequenced using an Illumina HiSeq2000 (Illumina Inc., San Diego, CA, USA; Appendix S1). The single-end sequencing produced 16.8–22.2 million reads (100 bp reads) per library, while the paired-end sequencing produced 16.6–23 million paired reads (forward and reverse reads) per library.

### Illumina data analyses

Reads were mapped using the assembled and annotated nonredundant WCR gut transcriptome using Bowtie 2.0.2 (Langmead and Salzberg 2012). The output SAM (Sequence Alignment/Map) file was parsed to find unique alignments and then converted to BAM format (binary version of SAM) and sorted using SAMtools 0.1.18 (Li et al. 2009). Only uniquely mapping reads were counted, and only tags without ambiguous nucleotides were kept for further analyses. Data analysis was conducted on the combined single end and R1 (forward) of the paired-end reads using R 2.15.2 (R Core Team 2013) and packages noted below. 

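The table of counts that the authors deposited holds, for each isotig or contig (isotig hereafter), the number of uniquely mapping reads in each of the 18 libraries, without normalization. In these counts, 1086 isotigs had a Pearson correlation above 0.97 across the 18 libraries with more than 20 other isotigs, on log2 values of CPM, the unit of the paper's filter, with a pseudocount of 0.5. This rule was chosen after seeing the counts, and the isotigs that met it are called co-varying. They formed 2 sets with no correlation above 0.97 between them, a larger set of 796 isotigs and a smaller set of 290. Of the counts of a library, the larger set took 2.67% ± 1.72 (SD, n = 6) in IA, 0.0681% ± 0.0259 (SD, n = 6) in WT, and 0.00473% ± 0.00184 (SD, n = 6) in RR. The lowest IA library, at 1.00%, lay above the highest WT library, at 0.107%, and the lowest WT library, at 0.0379%, lay above the highest RR library, at 0.00771%. The smaller set took 1.48% ± 0.855 (SD, n = 6) of the counts in IA, 0.789% ± 0.419 (SD, n = 6) in WT, and 0.245% ± 0.212 (SD, n = 6) in RR, and here the WT libraries, from 0.157% to 1.28%, overlapped the range of both other phenotypes. Table S2 lists the isotigs that the paper tested, of which the first 1999 rows, in order of name, were in hand. None of the 1999 listed isotigs was co-varying, and a listed isotig had at most 7 partners at that correlation. The 0 depends on the settings of the rule. With more than 20 partners, 8 listed isotigs met it at a correlation above 0.96 and 34 at a correlation above 0.95, and with more than 10 partners at a correlation above 0.95 it was 77. Among isotigs up to the last listed name that had a library above 1 CPM and a total above 64 reads, 16 were absent from the list, and 8 of these were co-varying. The other 8 had 0 or 1 partners.

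**Figure D1:**
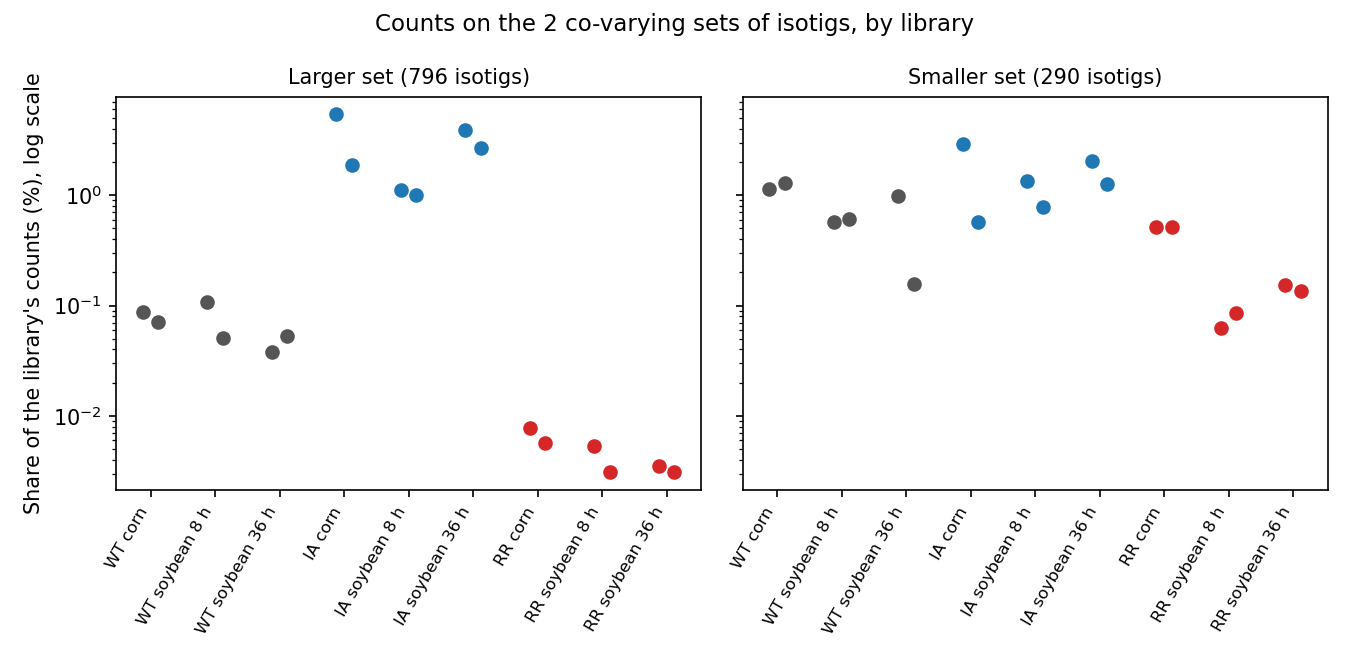
Share of each library's counts, in percent on a log scale, that fell on the larger and the smaller set of co-varying isotigs. Each point is a library, with 2 libraries for each phenotype and diet. In the larger set the IA libraries lie between 1.00% and 5.40% and the RR libraries between 0.00309% and 0.00771%.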

After quality assessment, 1123 isotigs with unusually consistent expression patterns (potential artifacts of the alignment/count process) were removed from the following analysis. Additionally, 590 isotigs were removed prior to analyses because they did not have at least one sample with >1 count per million (cpm) mapped reads or >64 total reads overall. 

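In the deposited counts, 17 isotigs had no read in any library. With either condition sufficient, a library above 1 CPM or a total above 64 reads, 18042 isotigs passed and 51 were removed. With both conditions required, 17470 isotigs passed and 623 were removed. After the co-varying isotigs were also taken out, 16956 isotigs passed either condition and 16384 passed both.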

16 380 isotigs passed the filtering thresholds and were subject to further analyses. To assess differential expression, a 3 × 3 factorial design was used: three phenotypic groups (‘RR’, ‘WT’, and ‘IA’) and three dietary treatments [corn (0) or 8 or 36 h on soybean]. A 3 × 3 anova model was fit for the dataset using edgeR 3.0.8 (Robinson et al. 2010). For the overall anova test, raw *P*-values for each gene were adjusted using the false discovery rate method (controls the proportion of false positives among significant findings; FDR *P*-value < 0.2) (Storey and Tibshirani 2003). Detailed results from the analyses are included in Table S2. A principal components analysis (affycoretools 1.30.0) was then conducted on voom-transformed values (limma 3.14.4) (Smyth 2004) of the differentially expressed isotigs/contigs to examine the overall correlations between gene expression profiles and their phenotype/dietary treatments.

### Weighted gene correlation network analysis and GO enrichment analysis

Data including the isotigs/contigs that passed the significance threshold (FDR *P*-value < 0.2) were used to conduct Weighted gene correlation network analysis (WGCNA) (WGCNA 1.34 package; Appendix S1) (Zhang and Horvath 2005; Langfelder and Horvath 2008). The method allows grouping of isotigs/contigs into gene modules (with > 20 isotigs/contigs), such that all isotigs/contigs within the same module will have ‘similar’ expression patterns across the 18 Illumina sequencing samples; we used an unsigned analysis, such that isotigs/contigs that had large positive *or*negative correlations were placed in the same module (Figure S3A; Table S2). The expression pattern of all isotigs/contigs in one module can be summarized by calculating the first principal component score for each of the 18 samples, called ‘eigengene values’ that serve as indicators of the expression pattern within each module. The pattern of the eigengene values corresponds to the specific pattern shown by the majority of the isotigs/contigs in the module, but because of the unsigned analysis, other isotigs/contigs in the module will have the inverse to the eigengene pattern (Figure S3B). The eigengene values were subjected to an additional anova to identify modules that are responsive to the phenotypes or dietary treatments. For modules with significant ‘phenotype × diet interaction’, we compared the eigengene values among phenotypic groups within each separate dietary treatment using simple main effect tests (SPSS; IBM Inc., Chicago, IL, USA). Modules whose expressions were correlated with WCR phenotypes under at least one dietary treatment were subjected to GO enrichment analysis using the GOrilla software (significance threshold = 0.001; accessed May 2014) (Eden et al. 2009). For these analyses, GO terms were obtained from GOrilla using FlyBase identifiers. All isotigs/contigs that have orthologs in the *Drosophila*genome and passed the 1 cpm threshold were identified. Together, their best FlyBase (St Pierre et al. 2014) hits were included to form a ‘background set’, while those of isotigs/contigs within each module were used to form a separate ‘target set’. The complete lists of the enriched GO terms are shown in Tables S3 and S4. The results were then summarized using REViGO (cutoff value *C* = 0.5; including *P*-values) (Supek et al. 2011), which removes semantically redundant terms. For each module tested, enriched terms under the ‘biological process’ and ‘molecular function’ domain that had the top three lowest *P*-values were reported.

### Assessment of applied methods and analyses

Although the methods applied in this work have been previously adopted (Bonizzoni et al. 2011; Drnevich et al. 2012; Xue et al. 2013; Flagel et al. 2014), validation of our data was conducted using the expression profiles of a WCR cysteine protease gene *DvRS5*(Accession no.: KJ396941), which has been shown to be upregulated in RR-WCR adult guts relative to WT adults (Curzi et al. 2012). A search in our transcriptomic data revealed that *DvRS5*is a differentially expressed isotig that was grouped into a gene module transcriptionally responsive to the RR phenotype (Module F). *DvRS5*expression levels across WCR phenotypes determined by RNA-seq (Figure S4) and the eigengene value of Module F were congruent (Fig. 2); both of which also exhibited trends similar to that of a previous work on independent populations (i.e., expressed higher in RR-WCR, particularly on soybean diets) (Curzi et al. 2012). Thus, it is considered that the methods and analyses used in this work are suitable.

## Results

### Global transcription profiles in WT- and RR-WCR guts

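Gut RNA of WCR adults was sequenced in 18 libraries, 2 biological replicates for each of the 9 phenotype × diet treatments. An RR library pooled RNA of 3 Illinois populations (Urbana, Minonk, and Shabbona) and a WT library of 2 populations (Higginsville, Missouri, and Concord, Nebraska), while an IA library held 1 population (Ames, Iowa). Each population contributed the digestive tracts of 5 beetles. Beetles on soybean were starved for 48 h before 8 h or 36 h with soybean, whereas beetles on corn were not starved, so that starvation and soybean were applied together. The authors mapped the reads with Bowtie to a gut transcriptome assembled from their own 454 reads, kept reads that mapped to a single place, and added the single-end reads to the forward reads of the pairs. They deposited these sums as raw counts per isotig. The paper gives the reads per library as sequenced, while the values used here are the reads counted on isotigs. The counted reads per library ranged from 22473617 to 26333394 in WT (median 24462805.5), from 20622548 to 28064779 in IA (median 24978259.5), and from 23641204 to 30120310 in RR (median 27267851.5). The most abundant isotig took between 6.84% and 12.5% of a library's counts. Reads shared by near-identical isotigs were not counted, so an isotig with such a copy has an uncertain count. Among the isotigs outside the co-varying sets, 16.6% matched another isotig at 95% identity or more over at least 100 bases. The 2 replicates of a treatment had a Pearson correlation between 0.954 and 0.978 across isotigs, which are not independent of each other, and replicates of each treatment differed by more than counting noise alone.
For differential expression, the counts of the 18042 isotigs that passed the filter as the methods word it were normalized with edgeR's TMM method and fitted with 1 mean per treatment over all 18 libraries. Comparisons were tested with edgeR's quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method with the paper's threshold of 0.2 for the false discovery rate (FDR). With 2 libraries per treatment, the spread between replicates was estimated from all treatments together, as a common biological coefficient of variation of 0.245. The co-varying isotigs were kept unless stated otherwise. On simulated counts for 16183 isotigs with 200 of them changed in RR on soybean, the test called 157 of the changed isotigs and 28 unchanged isotigs in the comparison at 8 h. The simulation left out the co-varying isotigs, gave every isotig the same spread, and had no other effect of phenotype or diet. Changed isotigs were drawn from those above a low count, so these numbers need not hold for the real counts.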

To determine whether the gut transcriptome of RR-WCR adults diverge from those of WT-WCR populations, we examined the gut transcription profiles of different WCR phenotypes fed on corn or soybean diets at a global scale. 

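The test across the 9 treatments called 8586 of the 18042 isotigs at an FDR under 0.2. A main effect of phenotype was called for 5839 isotigs and a main effect of diet for 6586, while the phenotype × diet interaction was called for 7. For the interaction, 2449 isotigs had an unadjusted p under 0.05. The number called for the interaction was 1535 with edgeR's likelihood ratio test, 1879 with DESeq2, and 6 with limma-voom. It also changed with single libraries. It was 397 without WT corn replicate 1, 452 without IA corn replicate 1, and 662 without IA corn replicate 2. It was 18 without WT soybean 8 h replicate 2, 15 without RR soybean 8 h replicate 1, and 14 without WT soybean 36 h replicate 1. It was 4 without IA soybean 8 h replicate 1, 3 without IA soybean 36 h replicate 1, and 1 without WT soybean 36 h replicate 2. By edgeR's quasi-likelihood test, 0 were called without WT corn replicate 2 (2184 at an unadjusted p under 0.05), WT soybean 8 h replicate 1 (1981), IA soybean 8 h replicate 2 (2460), or RR soybean 8 h replicate 2 (1774). The number called across the 9 treatments was 3893 at an FDR under 0.05 and 14889 with q-values after Storey and Tibshirani. All 1086 co-varying isotigs were among the isotigs called across the treatments and among those called for phenotype, and 252 of them were among those called for diet. When the co-varying isotigs were removed before normalization, an alternative chosen after seeing the data, the numbers were 7389 across the 9 treatments, 4213 for phenotype, 6652 for diet, and 10 for the interaction.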

A two-way anova tests (phenotype × diet) on the Illumina data identified 3973 differentially expressed isotigs/contigs (of 16 380; overall test FDR < 0.2). 

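On each diet, the RR mean was compared with the average of the WT and IA means by edgeR's quasi-likelihood test at an FDR under 0.2. On corn, 2938 isotigs differed, of which 1557 were higher and 1381 lower in RR. On soybean at 8 h, 3962 isotigs differed, with 1680 higher and 2282 lower. On soybean at 36 h, 2216 isotigs differed, with 710 higher and 1506 lower. Co-varying isotigs made up 856 of these calls on corn, 1081 at 8 h, and 1067 at 36 h. With the co-varying isotigs removed before normalization, 1331 isotigs were called on corn (936 higher and 395 lower), 2134 at 8 h (1175 higher and 959 lower), and 381 at 36 h (247 higher and 134 lower). Each of the isotigs called with this removal was also called without it. Single libraries changed these numbers. Without replicate 1 or 2 of RR on corn, 1691 or 1467 isotigs were called on corn, and without RR soybean 8 h replicate 2, 1557 were called at 8 h. At 36 h, 1365 isotigs were called without WT replicate 1, 1134 without RR replicate 1, and 1031 without RR replicate 2. Between IA and WT, 1117 isotigs differed on corn (883 higher and 234 lower in IA), 2067 at 8 h (1159 higher and 908 lower), and 2425 at 36 h (1430 higher and 995 lower). At 8 h, this number was 1214 without WT replicate 1 and 1331 without IA replicate 1. With the co-varying isotigs removed, IA and WT differed in 4 isotigs on corn, 427 at 8 h (155 higher and 272 lower), and 852 at 36 h (429 higher and 423 lower). The 4 on corn, named after their values were seen, were isotig09307 and isotig17104, higher in IA, and isotig13361 and isotig25036, lower in IA, and 1184 isotigs had an unadjusted p under 0.05 in that comparison.
Whether the difference between RR and the other phenotypes itself changed from corn to soybean was tested on the average of the 2 soybean times. It changed for 1074 isotigs at an FDR under 0.2, upward on soybean for 307 and downward for 767, and for 9 isotigs at an FDR under 0.05. None of the 1074 was co-varying. With the co-varying isotigs removed the number was 1501, which included all 1074. The number depended on single libraries. It was 2227 without WT corn replicate 1, 233 without WT corn replicate 2, 2290 without IA corn replicate 1, 614 without IA corn replicate 2, 206 without RR corn replicate 1, and 3 without RR corn replicate 2. Among the soybean libraries, it was 130 without RR soybean 8 h replicate 2, 127 without RR soybean 36 h replicate 1, 554 without RR soybean 36 h replicate 2, 664 without WT soybean 36 h replicate 1, and 687 without IA soybean 36 h replicate 2.
The isotigs with the largest rise and fall in RR, among those whose RR libraries both lay on the same side of all WT and IA libraries, are not paired with gene names in the files at hand. On corn, isotig22928 had 4.33 ± 3.23 CPM (SD, n = 2) in RR, 0.319 ± 0.164 CPM (SD, n = 2) in IA, and no count in WT, where 3 counts per library would be 0.106 CPM (edgeR FDR = 0.00553). The largest fall on corn was in isotig25123, a co-varying isotig with 39.4 ± 24.2 CPM (SD, n = 2) in IA, 0.848 ± 0.0542 CPM (SD, n = 2) in WT, and no count in RR, where 3 counts per library would be 0.109 CPM (edgeR FDR = 0.000153). On soybean at 8 h, isotig23867 had 5.10 and 0.167 CPM in the RR replicates and 1 read each in WT and IA, and its edgeR FDR of 0.0648 became 0.726 without RR replicate 1. The largest fall at 8 h was in isotig14905, also co-varying, with 14.9 ± 0.956 CPM (SD, n = 2) in IA, 1.23 ± 0.895 CPM (SD, n = 2) in WT, and no count in RR (edgeR FDR = 0.000655). At 36 h, the isotig with the largest rise had 17.3 CPM in RR replicate 1 and 0.120 CPM in RR replicate 2, and the isotig with the largest fall was again co-varying.

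**Figure D2:**
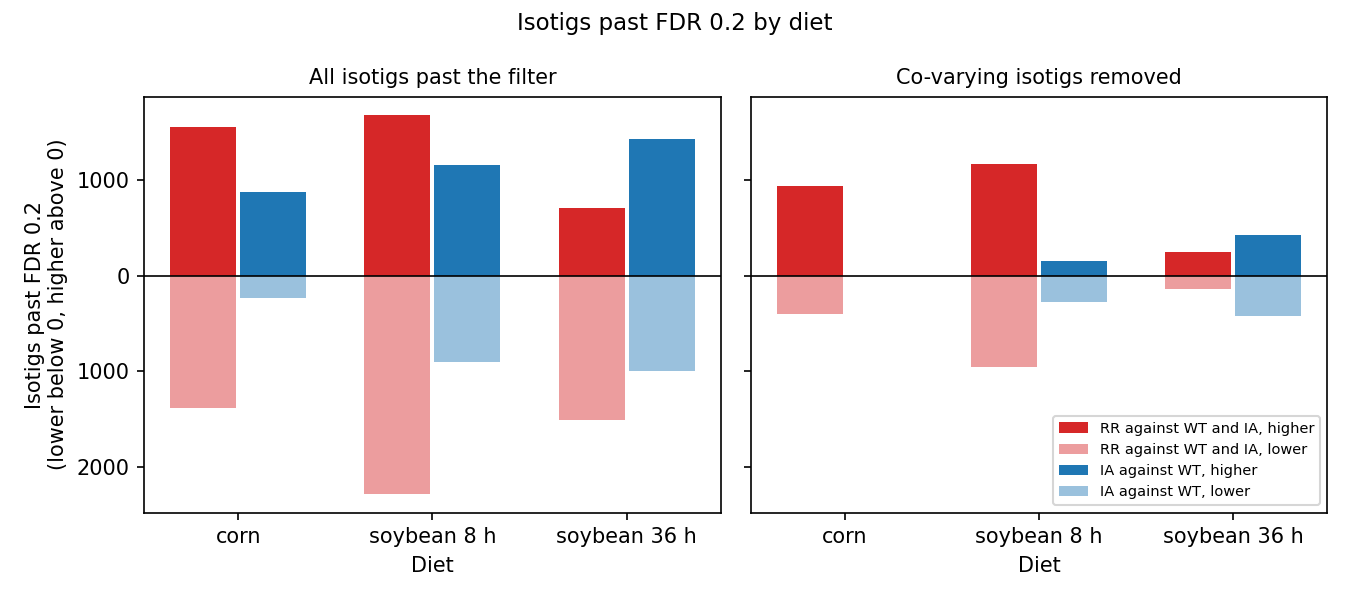
Number of isotigs past FDR 0.2 on each diet, with isotigs that were higher drawn above 0 and isotigs that were lower drawn below 0. Red bars compare RR with WT and IA, blue bars compare IA with WT, and the right panel has the co-varying isotigs removed before normalization. IA against WT on corn falls from 1117 isotigs to 4 between the panels.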

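For the global profiles, a PCA was made on the voom-transformed values of all 18042 isotigs, centred and not scaled. The first component (PC1) held 70% of the variance and the second (PC2) 6.48%. On corn, the PC1 score was -8.35 ± 6.51 (SD, n = 2) in WT, 143.82 ± 33.84 (SD, n = 2) in IA, and -103 ± 5.61 (SD, n = 2) in RR. On soybean at 36 h it was -33 ± 3.47 (SD, n = 2) in WT, 149.72 ± 14.53 (SD, n = 2) in IA, and -120.59 ± 2.34 (SD, n = 2) in RR. The distance on PC1 and PC2 between the RR mean and the mean of WT and IA was 171.76 on corn (exact permutation test of the phenotype labels, p = 0.1333) and 172.77 on soybean (exact permutation test within 8 h and within 36 h, p = 0.008889). The 15 arrangements of the labels on corn allow no p under 0.0667, and the arrangements on soybean allow none under 0.004444. Each test counts distances as large or larger, without regard to direction. Removal of the co-varying isotigs moved these distances most. PC1 then held 20.9% of the variance and PC2 12.4%, and the distance was 16.5 on corn (exact permutation test, p = 0.4667) and 53.7 on soybean (exact permutation test, p = 0.004444). After this removal the PC1 scores on corn were 38.11 ± 0.76 (SD, n = 2) in WT, 40.22 ± 17.85 (SD, n = 2) in IA, and 35.13 ± 21.63 (SD, n = 2) in RR, which differ by less than the SDs of IA and RR. The PC2 scores at 36 h were -29.59 ± 3.37 (SD, n = 2) in WT, -23.58 ± 8.29 (SD, n = 2) in IA, and 17.98 ± 7.43 (SD, n = 2) in RR, so that IA lay nearer to WT than to RR. At 8 h they were -21.74 ± 5.91 (SD, n = 2) in WT, -11.77 ± 18.43 (SD, n = 2) in IA, and 30.34 ± 25.28 (SD, n = 2) in RR, with the SD of RR larger than at 36 h.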

A PCA on the expression data of these isotigs/contigs showed that gut transcriptomes of WT, IA, and RR population adults were relatively similar when fed on corn diets; however, the expression profiles of RR populations were different from those of WT and IA populations when WCR adults were fed on soybean foliage (Fig.1A). These patterns were similar to those from a PCA plot including data from all 16 380 isotigs/contigs (Fig.1B), indicating that the phenotype and dietary treatment indeed have strongest effects on the overall gene expression patterns.

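With the PCA made on the 8586 isotigs called across the 9 treatments, PC1 held 79.1% of the variance and PC2 5.87%. The distance of RR from WT and IA was 170.5 on corn (exact permutation test, p = 0.1333) and 170.93 on soybean (exact permutation test, p = 0.008889). These isotigs were selected on the same libraries, so the scores are not independent of the selection. With each isotig of the full set scaled to unit variance, the distance was 103.55 on corn (exact permutation test, p = 0.06667, the smallest that the corn libraries allow) and 86.8 on soybean (exact permutation test, p = 0.004444, the smallest that the soybean libraries allow). From the similar grouping of samples in Fig. 1A and Fig. 1B, the paper concludes that phenotype and dietary treatment have the strongest effects on the overall expression patterns.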

**Figure 1:**
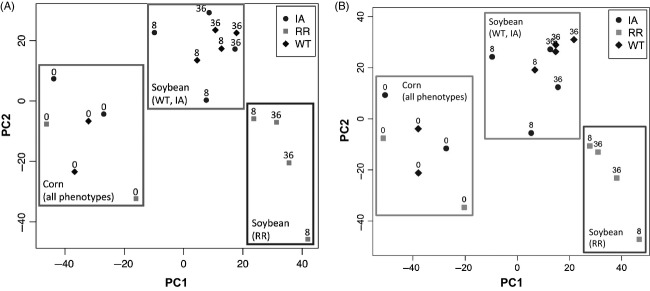
Principal component analysis on gene expression profiles in guts of different WCR populations fed on corn (designated as 0) or soybean foliage (8 or 36 h). Data included in the analysis: (A) 3973 differentially expressed isotigs/contigs and (B) all 16 380 isotigs/contigs. PC: principal component.

### Gene modules correlated with the RR phenotype

While the PCA clustering shows the strongest similarities and differences, individual isotigs/contigs may show other expression patterns across the phenotypes × diet groups. To assess these transcription patterns and understand what genes contributed to these patterns, we used WGCNA, statistical analyses of eigengene values, and GO enrichment analyses to identify/characterize gene modules with specific phenotype × diet patterns. We identified nine modules where the expression of RR is different from WT- and IA-WCR under at least one dietary treatment (Fig.2, Modules A to I), together representing 60.5% of the differentially expressed isotigs detected in this study. 

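The paper gives the module of each isotig in Table S2. Because only its first 1999 rows were in hand, each module was rebuilt around its listed members. These were 153 isotigs for Module A, 22 for B, 11 for C, 4 for D, 47 for E, 42 for F, 13 for G, 7 for H, and 13 for I. An eigengene, the first principal component of the standardized voom values scaled to unit length over the 18 libraries, was computed from the listed members. Each isotig called across the 9 treatments was then given to the module whose eigengene it followed most closely, if the absolute correlation was at least 0.7, and the eigengene was computed again over the rebuilt module. The sign of an eigengene follows the majority of its members, and isotigs of a module can follow it inversely. Rebuilt in this way, Modules A to I held 861, 195, 106, 106, 589, 464, 274, 589, and 304 isotigs. Of the listed members, the rebuilt modules kept 90 of 153 in A, 16 of 22 in B, 8 of 11 in C, 3 of 4 in D, 28 of 47 in E, 25 of 42 in F, 11 of 13 in G, 7 of 7 in H, and 12 of 13 in I, so they stand in for the paper's modules only in part. Together they were 3488 isotigs, or 40.6% of the 8586, and 3704 isotigs (43.1%) were left in no rebuilt module. With an absolute correlation of at least 0.8, Modules A to I held 21.0%. Co-varying isotigs were 155 of the 464 members of Module F and 18 of the 106 members of Module C, and no member of the other 7 modules. Eigengenes were compared between phenotypes by an exact permutation test of the phenotype labels within each diet, two-sided, with Benjamini-Hochberg adjustment over the 13 modules rebuilt, on the diets that the paper names for a module. Modules were formed and tested on the same libraries, so these tests describe the libraries and are not independent evidence.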

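The eigengene of rebuilt Module A rose from corn to soybean in each phenotype. It was -0.364 ± 0.003 in WT, -0.261 ± 0.222 in IA, and -0.230 ± 0.128 in RR on corn (SD, n = 2 for each), and 0.081 ± 0.115, 0.144 ± 0.081, and 0.318 ± 0.039 on soybean at 36 h (SD, n = 2 for each). Over the 3 diets, RR lay 0.176 above the average of WT and IA (exact permutation test, p = 0.00296, adjusted p = 0.00825). On corn the difference was 0.083, less than the replicate SD of 0.101 for this module, and on soybean it was 0.239 at 8 h and 0.205 at 36 h. IA minus WT was 0.103 on corn, 0.037 at 8 h, and 0.062 at 36 h. In Module B, RR lay above the average of WT and IA by 0.165 on corn, 0.283 at 8 h, and 0.217 at 36 h, each larger than the replicate SD of 0.0738, and by 0.222 over the diets (exact permutation test, p = 0.000593, adjusted p = 0.00385). WT fell from 0.272 ± 0.120 on corn to -0.247 ± 0.010 at 8 h (SD, n = 2 for each), while RR went from 0.392 ± 0.076 to 0.079 ± 0.086 (SD, n = 2 for each). In Module C, RR differed from the average of WT and IA by more than the replicate SD on soybean only. It lay 0.628 above the average of WT and IA at 8 h and 0.327 at 36 h, against 0.082 on corn and a replicate SD of 0.102, and 0.345 over the diets (exact permutation test, p = 0.00119, adjusted p = 0.00514). IA and WT also differed in Module C, with IA 0.181 below WT at 8 h, -0.192 ± 0.040 against -0.011 ± 0.133 (SD, n = 2 for each), and lower at 36 h, -0.300 ± 0.056 against -0.004 ± 0.081 (SD, n = 2 for each). The RR eigengene of Module C at 36 h was 0.175 ± 0.119 (SD, n = 2), so the WT mean lay nearer to RR than to IA. Differences between IA and WT were not tested separately.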

Modules A, B, and C exhibited similar expression profiles in WT and IA samples regardless of the dietary treatments, but demonstrated marked expression differences in RR samples. 

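Names of genes are those of the closest fly protein that the paper lists for an isotig in Table S2, whose values were seen when the isotigs were chosen. Changes are RR against the average of WT and IA over the 3 diets, with edgeR's quasi-likelihood test. In Module A, 8 listed isotigs match Cp1, and over the 3 diets all 8 were higher in RR, by 0.19 to 0.77 on the log2 scale. Of the 8, 5 passed an FDR of 0.2. On corn alone, the RR means of isotig00838, isotig00851, and isotig03337 lay below those of WT and IA, and the rest lay above both. The largest change was in isotig07359, with a log2 change of 0.77 (standard error 0.14, edgeR FDR = 0.00235), and it stayed between 0.63 and 0.90 with each library left out. Its CPM on soybean at 36 h was 219 ± 21.8 (SD, n = 2) in RR, 105 ± 4.62 (SD, n = 2) in WT, and 94.3 ± 26.7 (SD, n = 2) in IA. Apart from isotig03337, these isotigs have near-identical copies in the assembly, so their counts are uncertain. The call of isotig03337 (edgeR FDR = 0.189) was lost with the co-varying isotigs removed (edgeR FDR = 0.235). It was also lost in 12 of the 18 fits with a library left out, with an edgeR FDR of up to 0.434, and was kept without replicate 1 of WT corn, replicate 2 of WT soybean 36 h, RR corn, or RR soybean 8 h, or either replicate of IA corn. Without RR soybean 36 h replicate 1, isotig05384 went from 0.51 to 0.33 and lost its call (edgeR FDR = 0.233), and without IA soybean 36 h replicate 1, isotig05385 gained a call (edgeR FDR = 0.119). The match to Tret1-1, isotig03231, fell by 0.29 on the log2 scale (standard error 0.13, edgeR FDR = 0.182), and it was no longer called in 13 of the 18 fits with a library left out, with an edgeR FDR of up to 0.412. It was still called without replicate 2 of WT soybean 8 h or 36 h, or replicate 1 of IA corn, IA soybean 36 h, or RR soybean 36 h. The match to cathD, isotig05327, was not called (log2 change 0.14, standard error 0.12, edgeR FDR = 0.521). The Cyp6a14 match, isotig07259, followed the Module A eigengene most closely and had a log2 change of 0.24 (standard error 0.12, edgeR FDR = 0.27). It was called without IA corn replicate 1 (edgeR FDR = 0.197), IA corn replicate 2 (0.0317), IA soybean 8 h replicate 2 (0.18), or RR corn replicate 2 (0.12).
In Module B, contig00093, a match to CG4269, was higher in RR by 1.79 on the log2 scale (standard error 0.24, edgeR FDR = 0.000236). Its CPM on corn was 20.8 ± 2.37 (SD, n = 2) in RR, 8.15 ± 4.31 (SD, n = 2) in WT, and 8.09 ± 1.55 (SD, n = 2) in IA. The matches to Cht8 and Cht4 were lower in RR, with log2 changes of -0.70 (edgeR FDR = 0.125) and -0.72 (edgeR FDR = 0.103), and the match to Cht3 did not differ (edgeR FDR = 0.634). Each of the 3 has a near-identical copy. The calls for Cht8 and Cht4 were lost without RR corn replicate 1 (edgeR FDR = 0.319 and 0.276), RR soybean 8 h replicate 2 (0.278 and 0.242), or RR soybean 36 h replicate 2 (0.293 and 0.25), and that for Cht8 also without WT corn replicate 1 (0.203). In Module C, isotig03396, a match to CG12163, was higher in RR over the 3 diets by 0.52 on the log2 scale (standard error 0.14, edgeR FDR = 0.0258), and by 0.33 without RR soybean 8 h replicate 2. On corn its RR mean, 153 ± 26.4 CPM (SD, n = 2), lay below that of WT, 175 ± 11.6 CPM (SD, n = 2), and of IA, 158 ± 14.3 CPM (SD, n = 2). On soybean at 8 h the RR replicates had 253.8 and 495.7 CPM, against 171 ± 32.1 CPM (SD, n = 2) in WT and 181 ± 23.2 CPM (SD, n = 2) in IA. The match to Ppn, isotig05768, which has a near-identical copy, had a log2 change of 0.61 (standard error 0.24, edgeR FDR = 0.14), and it lost its call without RR soybean 36 h replicate 2 (log2 change 0.39, edgeR FDR = 0.433), RR soybean 8 h replicate 2 (0.39), RR corn replicate 1 (0.305), WT soybean 36 h replicate 1 (0.212), or IA soybean 36 h replicate 1 (0.202).

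**Figure D3:**
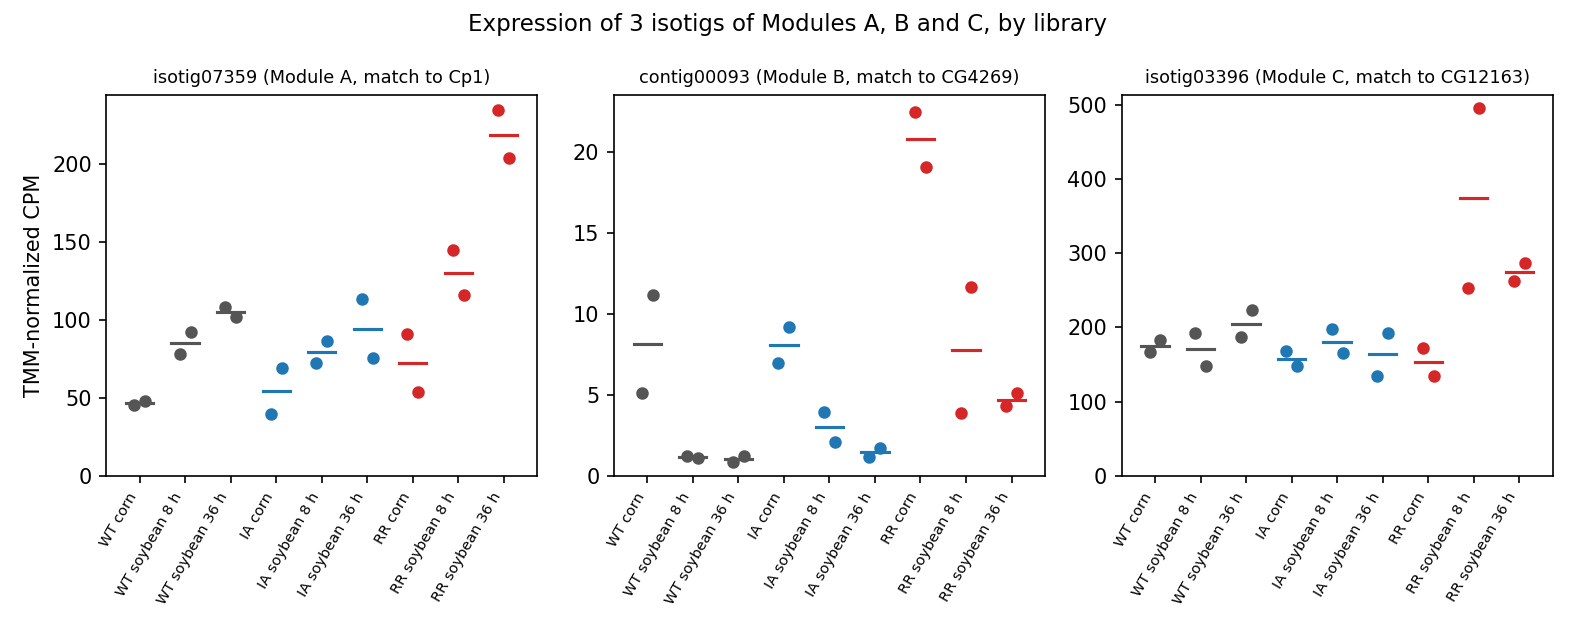
TMM-normalized CPM of isotig07359, contig00093, and isotig03396 in each treatment. Points are libraries and bars are the means of 2 replicates. For isotig07359 at 36 h, both RR libraries, at 234.8 and 204 CPM, lie above the WT and IA libraries.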

Genes in these modules are functionally related to metabolic processes (Modules A and B), transmembrane transport (Module A), immune responses (Module C), and exhibit catalytic or transporter activities (Module A), hydrolase (Module B), endopeptidase (Module C), or other activities (Table1). 

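The eigengene of rebuilt Module D was, on corn, -0.043 ± 0.007 in WT, -0.109 ± 0.181 in IA, and 0.508 ± 0.140 in RR (SD, n = 2 for each). On soybean at 8 h it was -0.197 ± 0.022 in WT, 0.048 ± 0.033 in IA, and 0.155 ± 0.004 in RR, and at 36 h -0.221 ± 0.137, -0.253 ± 0.011, and 0.112 ± 0.051 (SD, n = 2 for each). Over the 3 diets RR lay 0.388 above the average of WT and IA (exact permutation test, p = 0.000296, the smallest that the 3375 arrangements allow, adjusted p = 0.00385). This module was rebuilt from 4 listed isotigs, none with a fly match.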

In Module D, the overall expression levels differed in all three phenotypic groups (Fisher’s LSD; *P* < 0.1). However, its expression levels in IA and WT samples were more similar compared to the RR samples.

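In Module D, the difference of IA from WT was -0.066 on corn, 0.245 on soybean at 8 h, and -0.031 at 36 h, against a replicate SD of 0.0916. RR minus the average of WT and IA was 0.584 on corn, 0.230 at 8 h, and 0.349 at 36 h. On corn and at 36 h, IA and WT thus differed by less than the replicate SD, whereas at 8 h they differed by more. The paired comparison of IA with WT was not tested.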

**Table 1:** Highlights of results from GO enrichment analyses on gene modules potentially correlated with the RR phenotype.

Module #	Size*	Overall anova sig.†	Significant factor(s) influencing expression	Biological process‡		Molecular function‡	
				GO term ID	Description	GO term ID	Description
A	1078	4.5E-04	Phenotype, Diet	0055085	Transmembrane transport	0003824	Catalytic activity
				1901564	Organonitrogen compound metabolic process	0015145	Monosaccharide transmembrane transporter activity
				0005975	Carbohydrate metabolic process	1901476	Carbohydrate transporter activity
B	115	6.3E-05	Phenotype, Diet	1901071	Glucosamine-containing compound metabolic process	0008061	Chitin binding
				0006040	Amino sugar metabolic process	0016798	Hydrolase activity, acting on glycosyl bonds
				0006022	Aminoglycan metabolic process	0016787	Hydrolase activity
C	90	5.7E-02	Phenotype	0055114	Oxidation–reduction process	0004175	Endopeptidase activity
				0045087	Innate immune response	0004866	Endopeptidase inhibitor activity
				0008063	Toll signaling pathway	0016491	Oxidoreductase activity
D	59	1.0E-03	Phenotype, Diet	0009266	Response to temperature stimulus	ND	
				0055085	Transmembrane transport		
				0031427	Response to methotrexate		
E	466	5.7E-03	Diet, interaction	0051494	Negative regulation of cytoskeleton organization	0005515	Protein binding
				0040007	Growth	0008092	Cytoskeletal protein binding
				0051656	Establishment of organelle localization	0004871	Signal transducer activity[Table-fn tf1-5]
						0060089	Molecular transducer activity[Table-fn tf1-5]
F	243	2.8E-03	Phenotype, interaction	0007157	Heterophilic cell–cell adhesion	0015144	Carbohydrate transmembrane transporter activity
				0007155	Cell adhesion	1901476	Carbohydrate transporter activity
				0022610	Biological adhesion	0008236	Serine-type peptidase activity
G	110	8.6E-03	Phenotype, interaction	0009653	Anatomical structure morphogenesis	0005543	Phospholipid binding
				0034330	Cell junction organization	0050839	Cell adhesion molecule binding
				0045216	Cell–cell junction organization	0003779	Actin binding
H	138	2.0E-06	Phenotype, Diet, interaction	0042493	Response to drug	ND	
				0072347	Response to anesthetic		
I	104	1.7E-03	Diet, interaction	0005975	Carbohydrate metabolic process	0004867	Serine-type endopeptidase inhibitor activity

ND, No enriched GO terms detected.

* Number of isotigs/contigs included in each gene module.

† Significance values of overall anova tests on the eigengene values of each module; significance threshold: *P* < 0.1.

‡ Results from the gene list analyses were summarized with REViGO. For each GO domain (‘biological process’ or ‘molecular function’), three GO terms with the lowest *P*-values (from the summarized results) were reported. The significance threshold was set at 0.001 (default setting).

The two terms have the same *P*-value.

**Figure 2:**
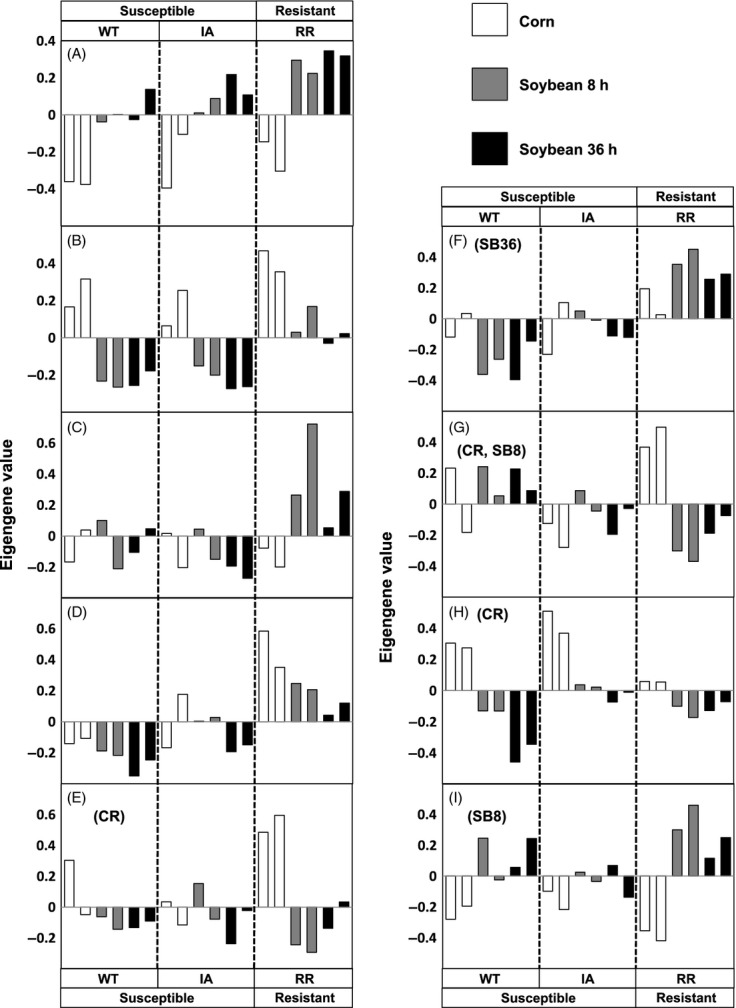
Expression patterns of modules whose expression is different between rotation-resistant (RR) and wild-type (WT and IA) WCR under at least one dietary condition. These data are shaded by the dietary treatments, while the phenotypic groups are indicated above/below the figures. The bar heights represent eigengene values of independent Illumina sequencing samples. Modules A–D did not have a significant ‘phenotype × diet’ interaction in a two-way anova test. The remaining modules had significant interactions and were subjected to simple main effect tests; the diets in which the eigengene values are correlated with the RR phenotype are labeled next to (or below) their module IDs. CR, corn; SB8, eight hours on soybean; SB36, thirty-six hours on soybean.

In Modules E, F, and G, the expression patterns were similar in WT and IA samples under at least one dietary treatment, yet both significantly differed from the RR eigengene values under the same diet (Bonferroni corrected; *P* < 0.1; Fig.2). 

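On corn, the eigengene of rebuilt Module E was 0.532 ± 0.080 in RR, 0.157 ± 0.230 in WT, and -0.027 ± 0.101 in IA (SD, n = 2 for each). RR lay 0.468 above the average of WT and IA (exact permutation test, p = 0.0667, adjusted p = 0.0667), and IA lay 0.184 below WT, with a replicate SD of 0.123. The same difference in Module E had the opposite sign on soybean at 8 h, -0.233. In Module F on soybean at 36 h, the eigengene was -0.322 ± 0.034 in RR, 0.104 ± 0.229 in WT, and 0.171 ± 0.019 in IA (SD, n = 2 for each). RR lay below the average of WT and IA, with a difference of -0.459 (exact permutation test, p = 0.0667, adjusted p = 0.0667), while IA and WT differed by 0.067, less than the replicate SD of 0.121. Of the 464 members, 305 followed the eigengene and 159 followed it inversely. The 155 co-varying members were not counted apart, so which direction has more members may depend on them. For both modules a single diet was tested, and 0.0667 is the smallest p that its 15 arrangements allow. Module G was tested on corn and at 8 h by the sum of the absolute differences, because the paper's Fig. 2 shows opposite signs on these diets. The difference of RR from the average of WT and IA was 0.459 on corn and -0.441 at 8 h, with a sum of 0.900 (exact permutation test, p = 0.00444, the smallest that the arrangements on these diets allow, adjusted p = 0.00825). IA minus WT in Module G was -0.218 on corn and -0.229 at 8 h, both larger in size than the replicate SD of 0.126.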

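In Module E, the change of RR against WT and IA was taken on corn, as edgeR's log2 change. The match to Fim, isotig07118, was higher in RR by 1.06 (standard error 0.19, edgeR FDR = 0.00429), with 83.7 ± 11.6 CPM (SD, n = 2) in RR, 46.3 ± 14.2 CPM (SD, n = 2) in WT, and 35.0 ± 4.71 CPM (SD, n = 2) in IA. It was lower in RR on soybean at 8 h, with 24.3 ± 0.696 CPM (SD, n = 2) against 33.6 ± 1.61 CPM (SD, n = 2) in WT and 39.8 ± 10.8 CPM (SD, n = 2) in IA. Both listed matches to par-1, isotig05760 and isotig05761, changed by 0.74, and both share near-identical sequence. Without RR corn replicate 2 their calls were lost, at edgeR FDR values of 0.358 and 0.286. In Module F the change was taken on soybean at 36 h. The match to rho-4, isotig03622, fell by 1.10 in RR on the log2 scale (standard error 0.20, edgeR FDR = 0.00448), with 66.7 ± 5.23 CPM (SD, n = 2) in RR against 157 ± 27.6 CPM (SD, n = 2) in WT and 130 ± 1.43 CPM (SD, n = 2) in IA. The match to Nrx-IV, isotig06856, rose by 0.63 (standard error 0.18, edgeR FDR = 0.0667), but without RR soybean 36 h replicate 2 the log2 change was 0.32 with an FDR of 0.694, and the FDR was 0.204 without WT soybean 36 h replicate 1. The match to Mmp1, isotig05004, was not called (log2 change -0.52, edgeR FDR = 0.285), except without WT soybean 36 h replicate 2 (edgeR FDR = 0.119). Of the 2 matches to CG1213, isotig03816 rose by 0.84 (edgeR FDR = 0.0635, but 0.552 without RR soybean 36 h replicate 2 and 0.206 without WT soybean 36 h replicate 1). The other, isotig07248, was not called by edgeR (log2 change 0.59, FDR = 0.217) but was called by DESeq2, and by edgeR without IA corn replicate 1 (FDR = 0.0494), IA corn replicate 2 (0.0572), or IA soybean 36 h replicate 2 (0.123). In Module G, the match to shg, isotig07014, was higher in RR on corn by 0.66 (standard error 0.22, edgeR FDR = 0.106) and lower on soybean at 8 h by -0.81 (standard error 0.23, edgeR FDR = 0.0458). The call on corn was lost without RR corn replicate 2 (edgeR FDR = 0.54) or WT corn replicate 2 (0.254), and the call at 8 h was lost without RR soybean 8 h replicate 2 (edgeR FDR = 0.248).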

Genes belonging to these modules were related to processes such as the regulation of cytoskeleton organization, growth (Module E), biological adhesion (Module F), anatomical structure morphogenesis, and cell junction organization (Module G; Table1). In Module H under the corn diet treatment, all three phenotypes had statistically different eigengene values, yet the eigengene values of IA and WT samples were more similar (Fig.2). 

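The eigengene of rebuilt Module H on corn was 0.327 ± 0.033 in WT, 0.414 ± 0.093 in IA, and 0.120 ± 0.020 in RR (SD, n = 2 for each). RR minus the average of WT and IA was -0.251 and IA minus WT was 0.087, both larger in size than the replicate SD of 0.0477. The exact permutation test of the RR difference gave p = 0.0667, the smallest that the corn libraries allow. The module was rebuilt from 7 listed isotigs. With voom values normalized for library size only, the difference was -0.115 (exact permutation test, adjusted p = 0.2). The listed member closest to the eigengene, isotig05818, a match to Hel25E with a near-identical copy in the assembly, had 64.8 ± 8.05 CPM (SD, n = 2) in RR, 77.2 ± 2.61 CPM (SD, n = 2) in WT, and 75.6 ± 8.58 CPM (SD, n = 2) in IA on corn, and was not called (log2 change -0.24, standard error 0.13, edgeR FDR = 0.312).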

In Module I under the soybean treatment (8 h), the expression trends were closer between IA and WT (*P* = 0.98) than between IA and RR (*P* = 0.02) or WT and RR (*P* = 0.12). These modules were related to an organism’s responses to drugs (Module H) and carbohydrate metabolic processes (Module I; Table1).

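On soybean at 8 h, the eigengene of rebuilt Module I was 0.071 ± 0.112 in WT, -0.047 ± 0.042 in IA, and 0.441 ± 0.127 in RR (SD, n = 2 for each). IA and WT differed by -0.119, against a replicate SD of 0.0948, and RR lay 0.429 above their average (exact permutation test, p = 0.0667, the smallest that this diet allows). The listed member closest to the eigengene, isotig04438, matches Spn4. At 8 h it had 286.2 and 432.9 CPM in the RR replicates, 197 ± 13.5 CPM (SD, n = 2) in WT, and 196 ± 5.80 CPM (SD, n = 2) in IA. Its log2 change was 0.87 (standard error 0.17, edgeR FDR = 0.00667), and 0.54 without RR soybean 8 h replicate 2. The isotig has a near-identical copy, so its count is uncertain.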

### Gene modules potentially correlated with phenotypic changes of WCR from Iowa

A previous study found that WCR collected from Ames, Iowa, exhibited slightly higher tolerance of soybean than other WT populations examined (Curzi et al. 2012). Therefore, we searched for gene modules (with enriched biological process or function ontology terms) that may contribute to such a change. 

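WT was compared with the average of IA and RR on each diet by edgeR's quasi-likelihood test. On soybean, 754 isotigs differed at 8 h at an FDR under 0.2 (506 higher and 248 lower in WT), and 1323 differed at 36 h (840 higher and 483 lower). With the co-varying isotigs removed, the numbers were 869 at 8 h (512 higher and 357 lower) and 1460 at 36 h (798 higher and 662 lower). At an FDR under 0.05, they were 37 and 17. Both numbers depended on single libraries. At 8 h, 9 isotigs were called without WT soybean 8 h replicate 1 and 224 without WT soybean 8 h replicate 2. The number was 325 without IA soybean 8 h replicate 1, 127 without RR soybean 8 h replicate 2, and 479 without RR corn replicate 2. At 36 h, 18 isotigs were called without WT replicate 1 and 767 without WT replicate 2. The number was 781 without IA replicate 1 and 642 without IA replicate 2, and 350 without RR replicate 1 and 192 without RR replicate 2. On corn, 3 isotigs differed by edgeR's quasi-likelihood test, against 136 by its likelihood ratio test and 157 by DESeq2, and 1125 isotigs had an unadjusted p under 0.05. Without IA corn replicate 1, 102 isotigs were called on corn, 12 without either replicate of RR on soybean at 8 h, and 11 without IA corn replicate 2. The number was 5 without either replicate of IA on soybean at 8 h, 1 without WT corn replicate 2, and 0 without RR corn replicate 1 (814 at an unadjusted p under 0.05). The 3 isotigs, named after their values were seen, have no gene name in the files at hand. In WT on corn, isotig09307 had 12.8 ± 1.06 CPM (SD, n = 2), against 85.9 ± 11.2 CPM (SD, n = 2) in IA and 67.7 ± 9.82 CPM (SD, n = 2) in RR (edgeR FDR = 0.0604). On the same diet isotig22321 had 7.96 ± 0.834 CPM (SD, n = 2) in WT, 3.10 ± 0.354 CPM (SD, n = 2) in IA, and 0.784 ± 0.211 CPM (SD, n = 2) in RR (edgeR FDR = 0.0604). The WT corn libraries had 15.1 and 286 CPM of isotig13361, of which IA and RR on corn had 3 reads each.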

Five modules were identified showing similar expression patterns between IA and RR samples but differences in expression from WT samples. 

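Among the listed rows of Table S2, Module J had 5 isotigs, Module L 68, Module M 10, and Module N 5. Module K had none and was not rebuilt. The rebuilt modules held 36 isotigs for J, 880 for L, 233 for M, and 245 for N, together 1394 isotigs or 16.2% of the 8586 called across the 9 treatments. Rebuilt Module J kept 1 of its 5 listed isotigs, so it is a poor stand-in for the paper's module. Module L kept 40 of 68, Module M 7 of 10, and Module N 5 of 5.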

The isotigs/contigs included in these modules (Modules J to N; Fig.3 and Table2) represent 23.6% of the differentially expressed contigs/isotigs in our dataset. 

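In rebuilt Module J, WT lay 0.231 above the average of IA and RR over the 3 diets (exact permutation test, p = 0.0329, adjusted p = 0.0534). By diet the difference was 0.394 on corn, -0.037 on soybean at 8 h, and 0.335 at 36 h, with a replicate SD of 0.146. Without WT soybean 36 h replicate 1, the difference over the diets was 0.0169 (exact permutation test, adjusted p = 0.902), and without IA corn replicate 1 it was 0.205 (exact permutation test, adjusted p = 0.108). In Module L, the eigengene at 36 h was 0.322 ± 0.062 in WT, 0.053 ± 0.106 in IA, and 0.060 ± 0.060 in RR (SD, n = 2 for each), a difference of 0.266 (exact permutation test, p = 0.0667, the smallest that 15 arrangements allow). On corn, WT differed from the average of IA and RR by 0.010 in this module. At 8 h the eigengene was 0.270 ± 0.066 in WT, -0.102 ± 0.120 in IA, and 0.226 ± 0.034 in RR (SD, n = 2 for each), so RR was near WT and apart from IA. In Module M, WT lay below IA and RR on soybean. It was -0.328 ± 0.016 in WT, 0.029 ± 0.147 in IA, and 0.204 ± 0.139 in RR at 8 h, and -0.394 ± 0.106, -0.150 ± 0.057, and 0.037 ± 0.049 at 36 h (SD, n = 2 for each). The difference over both soybean times was -0.392 (exact permutation test, p = 0.00444, adjusted p = 0.00825). In Module N, WT was higher, 0.339 ± 0.015 at 8 h against -0.194 ± 0.010 in IA and -0.065 ± 0.037 in RR, and 0.474 ± 0.184 at 36 h against -0.038 ± 0.064 and -0.056 ± 0.016 (SD, n = 2 for each). This difference was 0.495 (exact permutation test, p = 0.00444, adjusted p = 0.00825). For Modules M and N, this p is the smallest that the soybean libraries allow. On corn, WT minus the average of IA and RR was 0.087 in Module M and 0.075 in Module N, less than the replicate SDs of 0.0881 and 0.0864. Whether the difference changed between corn and soybean was not tested for the eigengenes.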

Modules J and K exhibited such patterns regardless of the dietary conditions, whereas the expression of Modules L, M, and N showed such patterns only when insects were fed on soybean diets. 

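Changes of single isotigs are WT against the average of IA and RR on the diets that the paper names for the module, by edgeR's quasi-likelihood test. In Module J, isotig00999, a match to CG10175, was higher in WT by 1.14 on the log2 scale over the 3 diets (standard error 0.20, edgeR FDR = 0.0223). Its WT replicates on corn had 105.2 and 351.4 CPM, against 69.2 ± 12.8 CPM (SD, n = 2) in IA and 58.1 ± 10.3 CPM (SD, n = 2) in RR, and without WT corn replicate 2 the log2 change was 0.76. The isotig has a near-identical copy. In Module L on soybean at 36 h, WT was higher for the matches to Karybeta3 (isotig07218, log2 change 0.48, edgeR FDR = 0.0693), asparagine-synthetase (isotig07235, log2 change 0.65, edgeR FDR = 0.0695), and Nmdmc (isotig03521, log2 change 0.83, edgeR FDR = 0.0637). The CPM of isotig07218 was 930 ± 16.2 (SD, n = 2) in WT, 641 ± 52.4 (SD, n = 2) in IA, and 696 ± 7.64 (SD, n = 2) in RR, and isotig03521 has a near-identical copy. Without WT soybean 36 h replicate 1, none of these 3 calls was left, at edgeR FDR values of 0.527, 0.527, and 0.499. A match to Cp1 in this module, isotig05976, had 35.1 and 1.52 CPM in the WT replicates at 36 h, and its log2 change of 2.85 (standard error 0.83, edgeR FDR = 0.143) became -0.73 without WT replicate 1 (edgeR FDR = 0.871). Its call was also lost without IA soybean 36 h replicate 2 (edgeR FDR = 0.276), RR soybean 36 h replicate 1 (0.229), or RR soybean 36 h replicate 2 (0.317), and with limma-voom. In Module M, over both soybean times, the match to CG12061, isotig07351, was lower in WT with a log2 change of -0.58 (standard error 0.08, edgeR FDR = 0.00645), and the match to pyx, isotig06191, was higher by 0.56 (standard error 0.11, edgeR FDR = 0.019) and has a near-identical copy. At 8 h, isotig07351 had 36.6 ± 3.08 CPM (SD, n = 2) in WT, 47.5 ± 0.333 CPM (SD, n = 2) in IA, and 66.9 ± 1.97 CPM (SD, n = 2) in RR. At 36 h it had 31.0 ± 4.30 CPM (SD, n = 2) in WT, 35.2 ± 1.97 CPM (SD, n = 2) in IA, and 58.2 ± 8.57 CPM (SD, n = 2) in RR, so IA was nearer to WT than to RR. The match to Ance, isotig06320, did not differ (edgeR FDR = 0.557). In Module N, the match to kay, isotig03996, was higher in WT by 0.53 (standard error 0.09, edgeR FDR = 0.0125). At 8 h it had 22.2 ± 1.37 CPM (SD, n = 2) in WT, 16.0 ± 1.23 CPM (SD, n = 2) in IA, and 15.8 ± 0.925 CPM (SD, n = 2) in RR. The paper proposes that most of these modules, J, K, L, and N, may correspond to phenotypic traits found in the IA and RR populations.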

Genes belonging to these modules were related with various metabolic processes (Module J, K, and L), transmembrane transport (Module M), regulation of proteolysis (Module J), neuron homeostasis (Module N), and other biological processes/functions (Table2).

**Table 2:** Highlights of results from GO enrichment analyses on gene modules whose expressions are more similar between IA- and RR-WCR populations.

Module #	Size*	Overall anova sig.†	Significant factor(s)	Process‡		Function	
				GO term ID	Description	GO term ID	Description
J	69	1.4E-02	Phenotype, Diet	0045861	Negative regulation of proteolysis	0004867	Serine-type endopeptidase inhibitor activity
				0051346	Negative regulation of hydrolase activity	0080019	Fatty-acyl-CoA reductase (alcohol-forming) activity
				0043455	Regulation of secondary metabolic process	0004180	Carboxypeptidase activity
K	32	2.4E-02	Phenotype, Diet	0071616	Acyl-CoA biosynthetic process	0015645	Fatty acid ligase activity
				0035383	Thioester metabolic process	0016877	Ligase activity, forming carbon-sulfur bonds
L	682	4.0E-06	Phenotype, Diet, interaction	1901605	Alpha-amino acid metabolic process	0003824	Catalytic activity
				0006082	Organic acid metabolic process	0016742	Hydroxymethyl-, formyl- and related transferase activity
				0044281	Small molecule metabolic process	0019238	Cyclohydrolase activity
M	129	3.9E-04	Phenotype, Diet, interaction	0055085	Transmembrane transport	0046873	Metal ion transmembrane transporter activity
						0005215	Transporter activity
						0004553	Hydrolase activity, hydrolyzing O-glycosyl compounds
N	27	2.6E-04	Phenotype, Diet, interaction	1900073	Regulation of neuromuscular synaptic transmission	0000981	Sequence-specific DNA binding RNA polymerase II transcription factor activity
				0070050	Neuron homeostasis	0001077	RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity involved in positive regulation of transcription
				0007254	JNK cascade	0043565	Sequence-specific DNA binding

ND, No enriched GO terms detected.

* Number of isotigs/contigs included in each gene module.

† Overall anova tests on the eigengene values of each module; significance threshold: *P* < 0.1.

‡ Results from the gene list analyses using GOrilla were summarized with REViGO by removing redundant GO terms. Three GO terms with the lowest *P*-values (from the summarized results) were reported for each gene module. The significance threshold was set at 0.001 (default setting).

**Figure 3:**
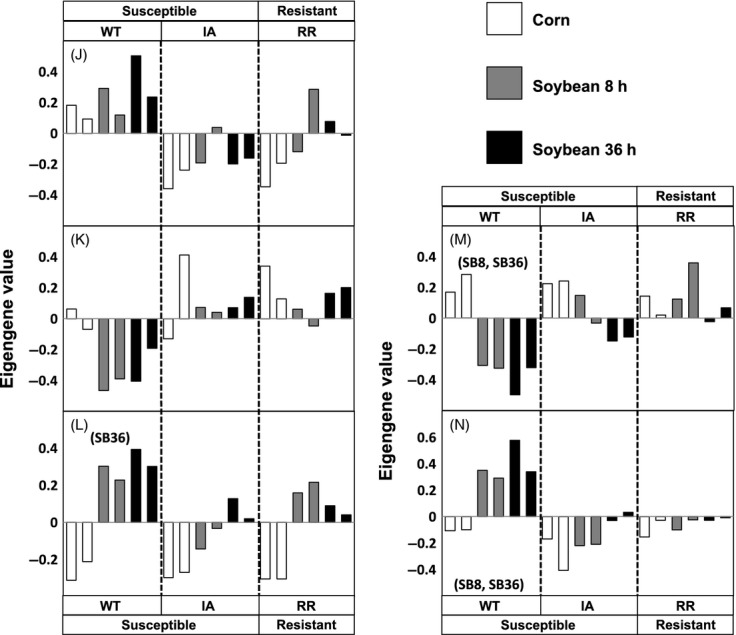
Expression patterns of modules whose expression is similar between rotation-resistant (RR) WCR and WCR from Ames, Iowa (yet different from other WT-WCR), under at least one dietary condition. These data are shaded by the dietary treatments, while the phenotypic groups are indicated above/below the figures. The bar heights represent eigengene values of the Illumina sequencing samples. Modules J and K did not have a significant ‘phenotype × diet’ interaction in a two-way anova test. The remaining modules had significant interactions and were subjected to simple main effect tests; the diets in which the eigengene values exhibit the pattern of interest are labeled next to (or below) their module IDs. CR, corn; SB8, eight hours on soybean; SB36, thirty-six hours on soybean.

## Discussion

Landscape changes associated with the annually rotated corn and soybean monoculture increased the WCR’s exposure to the nonhost soybean and have selected for beetles with altered behavior and gut physiology (Levine et al. 2002; Knolhoff et al. 2006; Pierce and Gray 2006; Gray et al. 2009; Curzi et al. 2012; Chu et al. 2013). Our study presents evidence suggesting that crop rotation has led to substantial changes in the gut transcriptome of the RR-WCR, particularly after exposure to soybean feeding (Fig.1). Many of the differentially expressed gene modules have potential physiological or immune functions that correspond to RR-WCR characteristics documented in previous studies (Curzi et al. 2012; Chu et al. 2013), which may enhance their fitness in agro-ecosystems characterized by the presence of a patchwork of corn and soybean fields, or even result in adaptive divergence among populations.

The global expression profiles of wild-type (‘WT’ and ‘IA’ samples) and rotation-resistant (‘RR’ samples) WCR adult guts were mostly similar when fed on corn, yet relatively different under soybean diets (Fig.1A). This pattern suggests that the regulation of a substantial portion of RR-WCR’s transcriptome is specifically responsive to brief soybean herbivory. A recent survey in eastern Iowa suggested that only low levels of RR existed in this area (Dunbar and Gassmann 2013). In the present study, the overall transcription patterns among phenotypes are in accordance with the suggested rare presence of the RR trait in Iowa (i.e., WT and IA have similar transcription profiles), yet also suggest that WCR populations in areas near the historical RR epicenter, Piper City, Illinois (Figure S1) (Levine and Oloumi-Sadeghi 1996), exhibit different genetic regulation that could be correlated with the RR phenotype.

The results of GO analyses indicate that gene modules transcriptionally correlated with the RR phenotype are related with a variety of physiological processes (Modules A to I; Fig.2; Table1), suggesting that regulation of various physiological aspects differs between RR- and WT-WCR. Within the nine responsive modules, Module A, B, and I were enriched with GO terms related with several metabolic processes and related functions (such as hydrolase, protease, and transporter activities). As previous findings have shown that gut physiology and tolerance of soybean diets differ between phenotypes (Curzi et al. 2012), it is possible to argue that metabolic pathways directly or subsequently correlated with the RR-WCR’s gut physiology could be transcriptionally adapted to optimize their overall performance under suboptimal dietary conditions. These physiological changes may also influence the regulation of their growth, morphology, or egg development in females – a possible explanation for the overrepresented terms identified in modules E and G, such as ‘growth’ or ‘anatomical structure morphogenesis’ (Table1). In addition, carbohydrate and energy reserve metabolism have been found to be correlated with insect behavioral patterns (Warburg and Yuval 1997). Nutritional homeostasis in insect hemolymph has also been suggested to correlate with locomotor activity and behavior (Simpson and Raubenheimer 1993; Lee and Park 2004). Thus, it is possible that transcriptional regulation of these modules may also be correlated with RR-WCR’s behavioral characteristics (e.g., elevated mobility).

Signaling and regulation of invertebrate immune responses are mediated by various proteases (Soderhall and Cerenius 1998; Kanost et al. 2004; Roh et al. 2009). In Module C, overrepresented GO terms related to immune responses and endopeptidase activities were identified under the ‘biological process’ and ‘molecular function’ domain, respectively (Table1). Animal gut microbiota compositions could be regulated by their host’s immune system (and vice versa) (Maynard et al. 2012; Broderick et al. 2014). As host–microbe interactions of RR-WCR differ from those of WT-WCR populations (Chu et al. 2013), it is possible that their immune genes are regulated differently. Thus, there may be an association between Module C’s regulation and the host–microbe associations in WCR (Chu et al. 2013). In Module F, we found that isotigs functionally related with biological adhesion (attachment of a cell or organism to other substrates or organisms) were also differentially transcribed between phenotypes. It has been shown that biological adhesion could function in invertebrate immune responses (e.g., phagocytosis and encapsulation) (Foukas et al. 1998; Holmblad and Söderhäll 1999). Other studies also showed that proteins related to such processes could contribute to the intestinal stem cell and progenitor cell biology of insects (Maeda et al. 2008; Marthiens et al. 2010) – processes that could be influenced by interaction with the gut microbiota or exposure to stress (Buchon et al. 2009; Chatterjee and Ip 2009). Therefore, the genes included in this module may also be related with host–microbe associations in RR-WCR. Other than such interactions, the possibility that immune responses and immune gene expression also correlate to other aspects of RR-WCR biology cannot be rejected. Immune-challenged caterpillars (*Grammia incorrupta*) have been shown to exhibit different feeding behaviors compared to untreated insects (Mason et al. 2014). Differential expression of genes associated with immune responses has also been found between *Drosophila*lines selected for different locomotor reactivity (Jordan et al. 2007). Therefore, it is possible that an altered immune system may be influencing WCR’s behavior and mobility as well.

Although a previous study found that WCR collected from Ames, Iowa, exhibited slightly higher tolerance of soybean than other WT populations (Curzi et al. 2012), here, the global gene expression profiles were relatively similar between WT-WCR from Ames, Iowa and the other WT-WCR when under different diets. This suggests that genetic regulation in their guts was similar despite the slightly elevated tolerance of soybean found in the former (Fig.1). Nevertheless, we also identified gene modules exhibiting similar expression patterns between RR populations and WCR from Ames, Iowa, albeit fewer and smaller in size. Most of such modules (Modules J, K, L, and N) were either related with metabolic processes or regulation of the nervous system (Table2), which may correspond to the phenotypic traits found in IA- and RR-WCR populations. Overall, although the roles of the identified gene modules in RR-WCR’s adaptation to crop rotation deserve further investigation, our results could help elucidate links between RR-WCR genetic regulation and their distinctive physiology.

Characterization of genetic bases for rotation-resistance and phenotypic traits of RR populations has been a formidable task due to the lack of reliable genetically diagnostic markers, and the complex behavioral, physiological, and morphological changes involved (Levine et al. 2002; Miller et al. 2006, 2007; Pierce and Gray 2006; Curzi et al. 2012; Mikac et al. 2013). Transcriptomic analyses focusing on RR-WCR guts provided insights into their physiological adaptation to brief soybean herbivory that would have been overlooked or not readily uncovered via traditional approaches. Our previous studies suggested that elevated digestive proteases activity and changes in host–microbe interactions provide RR-WCR tolerance of brief soybean herbivory (Curzi et al. 2012; Chu et al. 2013). Results from our present study suggest that multiple genetic regulations that are potentially linked with such traits or other related/unexplored physiological characteristics may also differ between RR- and WT-WCR (Table1).

It has been proposed that divergent selection on a trait can also influence other correlated traits (West-Eberhard 1989; Nosil 2012). If variation in genetic regulation or alleles that benefit the stabilization of the RR trait (or improve the fitness of individuals exhibiting RR) exists in the field, it is possible that some individuals may be favored by selection in resistant populations, given that the selection pressure (imposed by crop rotation) is maintained. Selection for RR may have led to divergence in other aspects of physiology or phenotypic plasticity, which could be reflected in their transcriptome. Whether these changes directly contribute to the RR-WCR’s altered behavior or are pleiotropic effects or subsequent adaptations following the reduced ovipositional fidelity to corn deserves further investigation. Nevertheless, the transcription patterns shown in this study could provide candidate targets for characterization of genetic mechanisms that underlie RR-WCR phenotypic traits and could be applied to develop methods for detecting RR individuals in the field. From a broader perspective, our findings suggest that complex changes in insect genetics/physiology could accompany the evolution of resistance to pest control measures. These data provide a more holistic view of how insect pests adapt to agricultural practices and suggest that such systems may serve as good subjects for investigating organismal variation, phenotypic plasticity, and evolution.

# Supplementary material for: Patterns of differential gene expression in adult rotation-resistant and wild-type western corn rootworm digestive tracts
**Source:** Evol Appl. 2015 Jul 16;8(7):692–704. doi: 10.1111/eva.12278

## Susceptible:

- ◆ Ames, IA
- ◇ Concord, NE
- ◆ Higginsville, MO

## Resistant:

- Shabbona, IL
- Minonk, IL
- Urbana, IL

## US Midwest

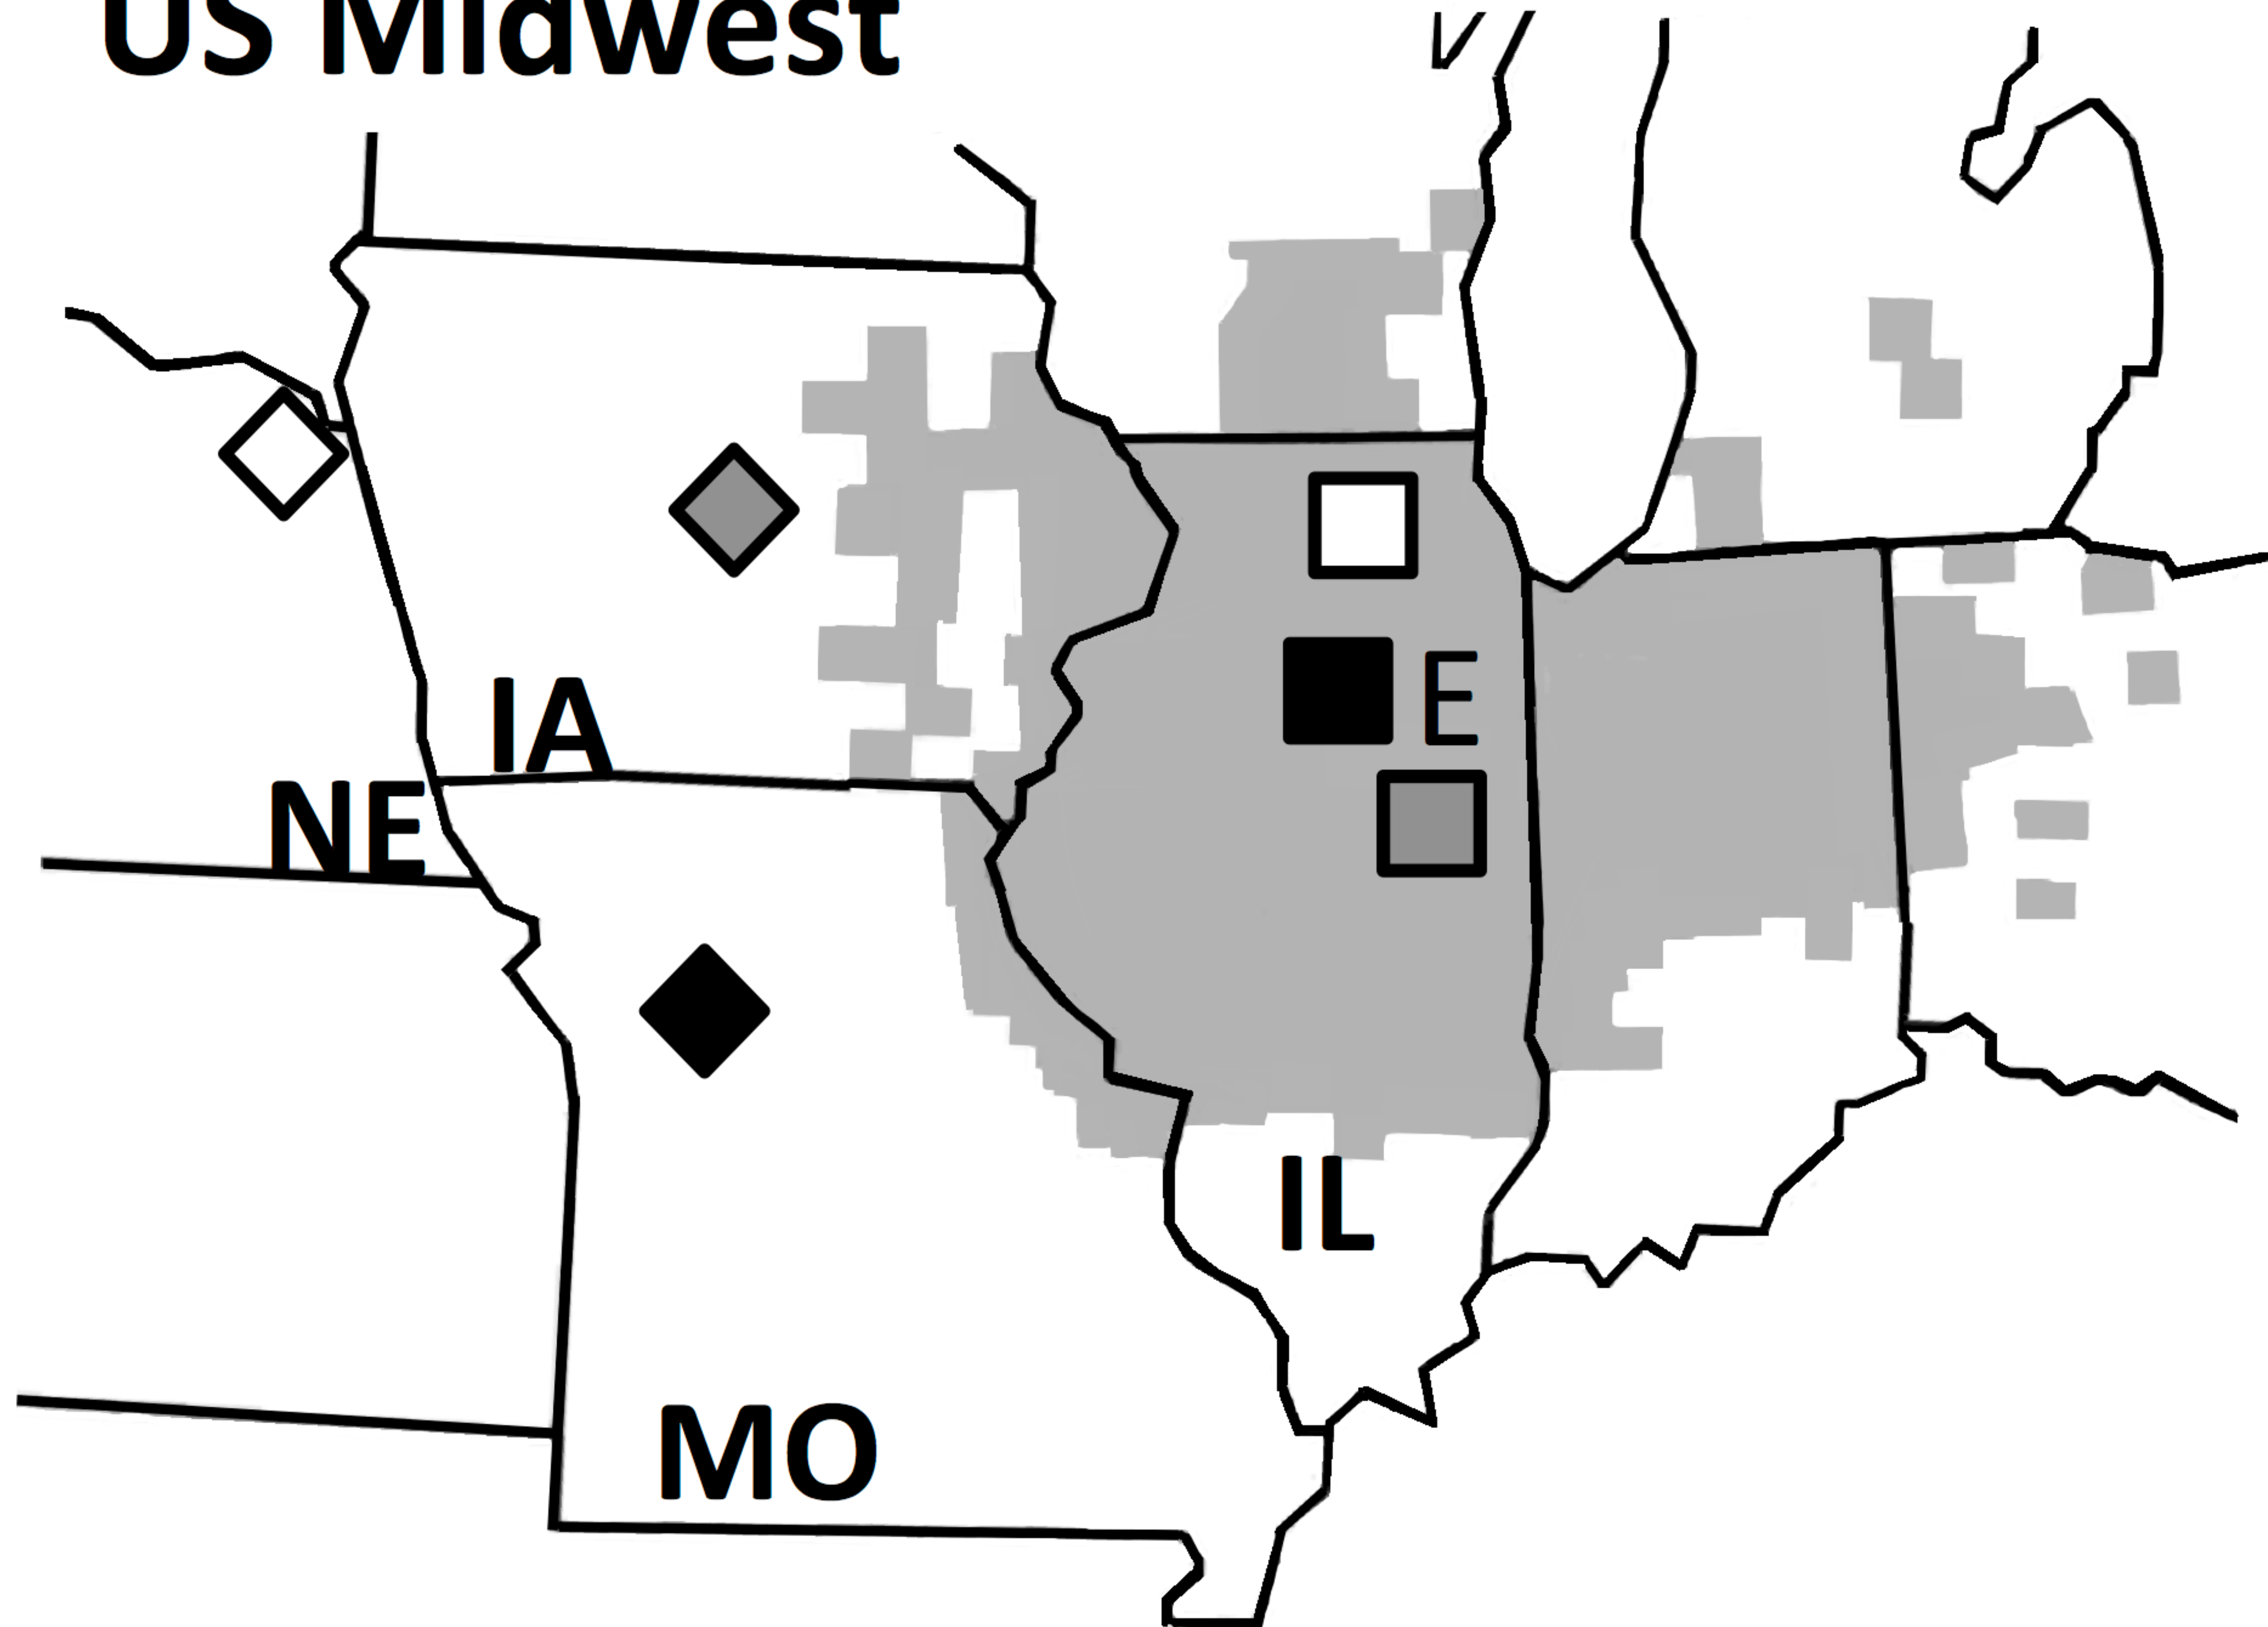

**Supplement:** Supplementary file 1

# Supplementary material for: Patterns of differential gene expression in adult rotation-resistant and wild-type western corn rootworm digestive tracts
**Source:** Evol Appl. 2015 Jul 16;8(7):692–704. doi: 10.1111/eva.12278
**Supplement:** Supplementary file 5

| Table S1. Sampling locations, characteristics, and usage of western corn rootworm populations included in this work. | | | |
| --- | --- | --- | --- |
| Location | Field  coordinate | Resistance status /description | Usage |
| Brookings, SD | N/A | WT (non-diapausing lab colony) | Reference transcriptome |
| Concord, NE | 42°23'39''N, 96°57'23''W | WT | Reference transcriptome,  RNA-seq analysis |
| Higginsville, MO | 39°07'09''N 93°49'42''W | WT | Reference transcriptome,  RNA-seq analysis |
| Ames, IA | 42°3'8''N, 93°32'6''W | WT (exhibit slightly higher tolerance of soybean diet than the other WT populations) | Reference transcriptome,  RNA-seq analysis |
| Shabbona, IL | 41°50'36''N, 88°50'58''W | RR | Reference transcriptome,  RNA-seq analysis |
| Minonk, IL | 40°51'26''N, 89°00'26''W | RR | Reference transcriptome,  RNA-seq analysis |
| Urbana, IL | 40°09'14''N, 88°08'40''W | RR | Reference transcriptome,  RNA-seq analysis |

N/A: not applicable; WT: wild-type; RR: rotation-resistant.

# Supplementary material for: Patterns of differential gene expression in adult rotation-resistant and wild-type western corn rootworm digestive tracts
**Source:** Evol Appl. 2015 Jul 16;8(7):692–704. doi: 10.1111/eva.12278
**Supplement:** Supplementary file 9

**Methods**

**Sequencing procedures.** Both 454 and Illumina sequencing were conducted at the W.M. Keck Center for Comparative and Functional Genomics, Roy J. Carver Biotechnology Center, University of Illinois at Urbana-Champaign. Prior to sequencing, sample qualities were examined using the Agilent 2100 bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). For 454 sequencing, mRNA was obtained from 21 micrograms of WCR gut RNA using the Oligotex kit (Qiagen Inc., Valencia, CA). The mRNA-enriched fraction was processed into a normalized cDNA library (with 454-compatible adaptors) as previously described (Lambert et al. 2010). The constructed library was tested using the Invitrogen Qubit fluorometer. The average fragment sizes were also measured by analyzing the library (1 microliter) with an Agilent DNA 7500 chip and a Bioanalyzer. The library was then diluted (1x10^6^ molecules per microliter). Afterwards, emulsion-based clonal amplification (emPCR) and sequencing (full plate) were conducted on the 454 Genome Sequencer FLX+ system (454 Life Sciences, Branford, CT). The bundled 454 Data Analysis Software v2.6 was used for signal processing and base calling. For Illumina sequencing, RNA-seq libraries were prepared with Illumina's TruSeq RNA Sample Prep kit. Both single and paired-end sequencing were used in this study. For single-end reads, the libraries were quantitated by qPCR, and sequenced on two lanes for 101 cycles on an Illumina HiSeq2000 (Illumina Inc., San Diego, CA) using V3 SBS sequencing chemistry. For paired-end reads, the same libraries were sequenced on one lane for 101 cycles from each end. FASTQ files were generated and demultiplexed using Casava 1.8.2 (Illumina Inc., San Diego, CA).

**Weighted gene correlation network analysis (WGCNA).** The WGCNA analysis (using the “blockwiseModules” function) begins by calculating Pearson correlation values between all possible pairs of genes. The following analysis was “unsigned” in that isotigs with strong positive/negative correlations were grouped in the same module. The correlation values were then transformed into an adjacency matrix using a power function, β (in this case the value was 9). This matrix was then used to calculate a topological overlap matrix (Zhao et al. 2010). After the values were subtracted from 1, the resulting distance matrix was then subjected to a hierarchical clustering analysis. Modules (including at least 20 isotigs) were then determined based on the clustering and merging of the isotigs (deepSplit = 2; mergeCutHeight = 0.2).

**References**

Lambert, J. D., X. Y. Chan, B. Spiecker, and H. C. Sweet. 2010. Characterizing the embryonic transcriptome of the snail *Ilyanassa*. Integrative and Comparative Biology **50**:768-77.

Zhao, W., P. Langfelder, T. Fuller, J. Dong, A. Li, and S. Hovarth. 2010. Weighted gene coexpression network analysis: state of the art. Journal of Biopharmaceutical Statistics **20**:281-300.

How the deposited data were processed for this re-analysis (not part of the article)

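Gut RNA of adult western corn rootworms was measured by RNA sequencing in 18 libraries, 2 for each of 3 phenotypes (RR, WT, and IA) on corn and on soybean at 8 h and 36 h. The values used are the counts that the authors deposited. To make them, the authors mapped reads with Bowtie to their own gut transcriptome, kept uniquely mapped reads, and added single-end reads and forward reads of pairs for each isotig or contig, with no normalization. All 18 columns of counts were used. Sequences of the authors' assembly were found for 18018 of the isotigs with counts, and gave GC content, length, and near-identical copies (BLAST+ 2.17.0, at least 95% identity over at least 100 bases).

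Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, with Python 3.11.15, numpy 2.4.6, and matplotlib 3.10.9 for sequences and figures. Isotigs with at least 1 library above 1 CPM or a total above 64 reads were kept. Counts were normalized by TMM and fitted in edgeR with the mean of each of the 9 treatments. They were tested by quasi-likelihood F tests, two-sided for single contrasts. The Benjamini-Hochberg method was used with the paper's FDR threshold of 0.2, whereas the paper adjusted its p-values after Storey and Tibshirani. Tests covered all treatments, the main effects of phenotype and diet, their interaction, RR against WT and IA, IA against WT, and WT against IA and RR on each diet, and the change of the RR difference between corn and the average of the soybean times. PCA was made on voom values. Module eigengenes were rebuilt from the 1999 rows of Table S2 in hand, with an absolute correlation of at least 0.7, and tested by exact permutation with a threshold of 0.1 for the adjusted p. The threshold for PCA distances was 0.05. On simulated counts the tests called 159 of 200 changed isotigs and 23 unchanged isotigs at 36 h, and 134 changed and 21 unchanged isotigs for the change between diets. On corn and between IA and WT at 8 h, where nothing was changed, edgeR called 0 isotigs. The simulated isotigs all had the same spread and none was co-varying, so real counts may behave otherwise.

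The counted reads per library had a median of 25127101 over the 18 libraries. The 20 most abundant isotigs held between 19.9% and 26.7% of a library's counts. A count of 0 was read as a limit of 3 counts per library.

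Named isotigs followed a rule set before the data were examined, as were the tests and the alternatives other than those stated to be chosen later. The rule took the gene that the paper names, the largest rise and fall in RR on each diet among isotigs past the FDR whose RR libraries both lie on the same side of all WT and IA libraries, the listed member of each module with a fly match that follows its eigengene most closely, and listed members chosen by the names of their fly matches for the functions that the paper gives. The values of Table S2 had been seen when the last of these were chosen. The gene that the paper names is not paired with an isotig in the files at hand, so no value is given for it.

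Alternatives were the size factors of DESeq2, no filter on low counts, both filter conditions required, edgeR's likelihood ratio test, DESeq2, limma-voom, q-values with lambda 0.5, an FDR under 0.05, replicate number as a block, the removal of the 1123 isotigs of smallest coefficient of variation (the paper's number, by a rule that it does not give), which holds 0 of the co-varying isotigs and so leaves all of them in, other scalings for the PCA, other ways to rebuild modules, and each library left out in turn. The removal of the co-varying isotigs, thinned counts, a trend on GC content and length, and the removal of the 20 most abundant isotigs were chosen after seeing the data. Replicate numbers were not taken as pairs, because libraries that share a number were not alike across treatments. Module K and enrichment of gene ontology terms were not analysed here.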

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

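For the co-varying isotigs, the tests of gene content and of library size were chosen only after the result was seen. For the isotigs whose RR difference changed with diet, so were the tests with co-varying isotigs removed, with thinned counts, with a trend on GC content and length removed, and with the 20 most abundant isotigs removed.

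The larger set of co-varying isotigs took 2.666% of the counts in IA and the smaller set 1.478%, a signal in isotigs outside those that the paper analysed, as far as the rows of Table S2 in hand show. The paper removed 1123 isotigs of unusually consistent expression as potential artifacts, by a rule that it does not give. Of the 1999 listed isotigs 0 were co-varying, though 34 were with the correlation set at 0.95, and of the 16 absent ones that passed both filter conditions 8 were, so the co-varying isotigs may be among those that the paper removed. Some explanations are argued against. A near-identical copy was found for 1.64% of the larger set and 1.72% of the smaller set, against 16.6% of other isotigs, so reads shared between copies do not account for the sets. Library totals differed by a ratio of at most 1.461, while the share of the larger set differed by a ratio of 1744 and that of the smaller set by 46.28. Reads from another organism stay open. The median GC content was 47.05% in the larger set and 53.93% in the smaller set, above all 10000 length-matched lists of other isotigs, which reached 34.67% and 35.04%. A source other than the beetle is consistent with these values, but no organism was identified here. A difference between populations in ordinary beetle genes would leave the sets with the base composition of other isotigs. Lower quartiles of GC content were 45.66% in the larger set and 50.61% in the smaller set. The upper quartile of the other isotigs was 37.18%. These values argue against such a difference for each set as a whole, but beetle genes of unusual base composition are not excluded. Among the 6 IA libraries the highest share was 5.38 times the lowest in the larger set and 5.031 times in the smaller set. Isotigs chosen for varying together vary more than random lists by that choice, so this spread does not bear on gene content. Whether phenotype or collection site governs such a source was not tested, because each phenotype comes from its own sites.

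The difference between RR and the other phenotypes changed between corn and soybean for 1074 isotigs, a difference between diets found by a test of the change itself. With all libraries thinned to the smallest total, 928 isotigs were called, of which 833 were among the 1074. With a trend on GC content and length removed the number was 1375, of which 986 were among the 1074, and with the co-varying isotigs removed it was 1501. The trend was fitted with the co-varying isotigs included, which have a higher GC content. On the log2 scale it reached 4.15 in IA corn replicate 1 and -4.41 in RR soybean 8 h replicate 1. Base composition thus cannot be told apart from the co-varying sets by this test. Near-identical copies were as common among the isotigs called, 15.6%, as among the others. Depth and shared reads thus do not account for the whole of this result. None of the 1074 was co-varying, so removal of the co-varying isotigs could not drop a call directly. Isotigs outside those sets were not screened for another source, so reads from another organism stay open for this result. With the 20 most abundant isotigs removed, 1071 were called, but log2 values moved by a median of only 3.82e-05, so the influence of a few abundant isotigs cannot be told apart from none by this test. Starvation before soybean and soybean itself cannot be told apart, because 0 of the 12 soybean libraries came from beetles that were not starved. A response of RR to soybean also stays open. The number rests on few libraries, with 3 isotigs called without RR corn replicate 2 and 2290 without IA corn replicate 1, and the other libraries that move it are given beside the result in the text.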

How the results depend on the processing

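The removal of the co-varying isotigs was chosen only after the results were seen, and the other tests in this part were not.

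With no filter on low counts, with both filter conditions, and with limma-voom, each of the 14 counts of isotigs stayed within 1.5 times its value. DESeq2 size factors and the removal of the 1123 isotigs of smallest coefficient of variation moved only the phenotype by diet interaction, from 7 to 2 isotigs in each case. The replicate block moved the interaction to 12 and WT against IA and RR on corn from 3 to 6. The edgeR likelihood ratio test gave 1535 for the interaction and 136 for WT on corn, and DESeq2 gave 1879 and 157. The cause was not tested.

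Storey q-values moved the overall test from 8586 to 14889, the phenotype main effect to 9415, the interaction to 683, RR against WT and IA on corn to 4566, the isotigs whose RR difference changed between corn and soybean to 2425, and WT against IA and RR on soybean 8 h to 1329. A stricter threshold, FDR 0.05, gives fewer isotigs by its construction. It gave 3893 for the overall test, 2579 for phenotype, and 3036 for diet. For the interaction it gave 0 with edgeR's quasi-likelihood test, against 2449 isotigs at an unadjusted p under 0.05. For RR against WT and IA it gave 1262 on corn, 1756 on soybean 8 h, and 1048 on soybean 36 h, and 9 for the change between corn and soybean. For IA against WT it gave 1073 on soybean 8 h and 1131 on soybean 36 h. For WT against IA and RR it gave 1 on corn, 37 on soybean 8 h, and 17 on soybean 36 h. With co-varying isotigs removed, RR against WT and IA fell to 1331, 2134, and 381 isotigs on corn, soybean 8 h, and soybean 36 h, IA against WT fell to 4, 427, and 852, and WT against IA and RR on corn went to 5. These falls follow in part from the removed isotigs themselves.

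With each library left out in turn, the overall test stayed between 6689 and 8679, phenotype between 4433 and 5965, diet between 4886 and 6938, and IA against WT between 1061 and 1330 on corn and between 1649 and 2873 on soybean 36 h. The interaction ranged from 0 without WT corn replicate 2 to 662 without IA corn replicate 2. RR against WT and IA ranged from 1467 (RR corn replicate 2) to 3444 (IA corn replicate 2) on corn, from 1557 (RR soybean 8 h replicate 2) to 4577 (IA corn replicate 1) on soybean 8 h, and from 1031 (RR soybean 36 h replicate 2) to 2461 (IA corn replicate 1) on soybean 36 h. The change between corn and soybean ranged from 3 (RR corn replicate 2) to 2290 (IA corn replicate 1). IA against WT on soybean 8 h ranged from 1214 (WT soybean 8 h replicate 1) to 2183 (IA corn replicate 2). WT against IA and RR ranged from 0 (RR corn replicate 1) to 102 (IA corn replicate 1) on corn, from 9 (WT soybean 8 h replicate 1) to 991 (IA corn replicate 2) on soybean 8 h, and from 18 (WT soybean 36 h replicate 1) to 1696 (IA corn replicate 2) on soybean 36 h. The cause was not tested, and every other library that moved a count by over 1.5 times is given beside that count in the text.

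The PCA distance of RR on soybean kept an exact permutation p under 0.05 under each alternative run, and was between 157.72 and 185.41 with a library left out and 53.731 with co-varying isotigs removed. On corn the arrangements allow no p under the threshold, so the p says nothing about stability. The corn distance was between 138.3 and 199.63 with a library left out, 103.55 with unit variance, and 16.527 with co-varying isotigs removed. Among the eigengenes, only Module H changed sides of the threshold under an alternative other than a left-out library, with a difference of -0.115 with library size only. Its difference was -0.1888 with listed members only, which was not tested. Library size only also changed the size of other differences, to 0.2886 in Module D, 0.3491 in E, 0.3205 in J, and 0.3699 in L. In Module J the difference went the other way with listed members only, to 0.1607 from 0.2309, which was not tested. With a library left out, the differences were 0.1451 to 0.2278 in Module A, 0.1984 to 0.2605 in B, 0.3274 to 0.4072 in C, 0.3763 to 0.473 in D, 0.4223 to 0.6222 in E, -0.5336 to -0.429 in F, 0.8547 to 1.046 in G, -0.2834 to -0.2317 in H, 0.3435 to 0.5634 in I, 0.01687 (WT soybean 36 h replicate 1) to 0.3015 in J, 0.2337 to 0.3209 in L, -0.4597 to -0.3753 in M, and 0.4774 to 0.5993 in N. For Modules E, F, H, I, and L, leaving out a library of the tested diet allows no permutation p under the threshold, which says nothing about stability.

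Of 44 changes of named isotigs, 34 passed the FDR, and 16 of these did so under every alternative in which they were tested. Named isotigs that are co-varying could not be tested with the co-varying isotigs removed. The isotig with the largest rise in RR at 36 h was not tested without RR soybean 36 h replicate 1. A single change reversed, that of isotig05976 in WT against IA and RR on soybean 36 h. Its log2 change was -0.73 without WT soybean 36 h replicate 1 and 3.79 without WT soybean 36 h replicate 2. The cause was not tested. At the depth of these libraries, isotigs with a few reads in a treatment, such as isotig23867 in WT and IA at 8 h, have changes that rest on single reads.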

Differences from the paper's values

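All tests here were chosen before the results were seen, apart from the removal of the co-varying isotigs.

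The paper's number of isotigs past the overall test is 3973, against 8586 here. Of the alternatives set before the data were examined, an FDR under 0.05 gave 3893, which lies within 1.5 times the paper's number. DESeq2 size factors (8499), no filter (8584), both filter conditions (8617), the likelihood ratio test (7606), DESeq2 (8275), limma-voom (8599), the replicate block (8051), the removal of the 1123 isotigs of smallest coefficient of variation (8572), and Storey q-values (14889) did not. The removal of the co-varying isotigs, chosen after seeing the values, gave 7389. For the filter on low counts, the paper's number of removed isotigs is 590, against 51 here. Both conditions required gave 623, within 1.5 times, and no filter beyond a total above 0 gave 17.

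Rebuilt modules are compared with the paper's sizes in Tables 1 and 2, though they were rebuilt from part of Table S2. For Module B the paper's size is 115, against 195 here, and an absolute correlation of at least 0.8 (83) came within 1.5 times, while library size only (185), the replicate block (198), and the likelihood ratio isotigs (179) did not. For Module D the paper's size is 59, against 106 here, and none of these alternatives came within 1.5 times (124, 111, 31, and 99 in the order library size only, replicate block, 0.8, and likelihood ratio isotigs). For Module F the paper's size is 243, against 464 here, and none of them did (416, 412, 133, and 423). The removal of the co-varying isotigs, chosen after seeing the values, gave 325 for Module F, within 1.5 times, and drops 0 of the 1999 listed isotigs. This removal did not come within 1.5 times for Modules B (201), D (103), G (250), H (683), I (278), J (29), M (242), or N (222). For Module G the paper's size is 110, against 274 here, and 0.8 (139) did, while library size only (493), the replicate block (286), and the likelihood ratio isotigs (260) did not. For Module H the paper's size is 138, against 589 here, and none did (686, 602, 329, and 427).

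For Module I the paper's size is 104, against 304 here, and library size only (123) and 0.8 (150) did, while the replicate block (320) and the likelihood ratio isotigs (245) did not. For Module J the paper's size is 69, against 36 here, and none did (13, 40, 4, and 38). For Module M the paper's size is 129, against 233 here, and library size only (193) and 0.8 (99) did, while the replicate block (239) and the likelihood ratio isotigs (215) did not. For Module N the paper's size is 27, against 245 here, and none did (240, 265, 89, and 174).

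The paper describes the 3 phenotypes as similar on corn in the PCA, and RR as different from WT and IA on soybean. Here, with all isotigs, the PC1 score on corn was 143.82 in IA, -8.35 in WT, and -103 in RR, and on soybean at 36 h it was 149.72, -33, and -120.59. With the co-varying isotigs removed, chosen after seeing the values, the PC1 scores on corn were 40.22, 38.11, and 35.13, and this removal drops 0 of the 1999 listed isotigs. In Fig. 2 the Module F eigengene is higher in RR at 36 h, and here it was -0.322 in RR, where 305 members follow the eigengene and 159 follow it inversely. Of these members 155 were co-varying and were not counted apart, so which direction has more members may depend on them. The sign is that of the majority, and the named isotigs of this module changed in the same direction in Table S2 as here (isotig03622 -1.12 and -1.1, isotig06856 0.61 and 0.63, isotig03816 0.82 and 0.84). For the changes of named isotigs computed from Table S2, 38 of 38 had the same sign as here, and the largest distance was 0.03. With the co-varying isotigs removed, the largest distance was 0.01.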

Other observations

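The tests in this part were not chosen only after the result was seen. The exception is the removal of the co-varying isotigs, used for the spread between replicates, for the place of IA, and for the PCA.

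For the phenotype main effect, 1 of 100 splits of the libraries within diets, the real one included, gave as many isotigs, and the other splits gave at most 3791, with a median of 0. For the diet main effect, 1 of 100 splits within phenotypes gave as many, and the others gave at most 4205. Chance can be excluded for both.

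A spread between replicates that falls with the number of populations pooled was tested as a hypothesis, without the co-varying isotigs. The median absolute log2 difference between replicates was 0.2581, 0.2194, and 0.2174 in WT on corn, at 8 h, and at 36 h, 0.2569, 0.2493, and 0.2335 in IA, and 0.199, 0.1936, and 0.1817 in RR. The number of populations pooled predicts the order IA, WT, RR on all 3 diets, and this order was found on 2 of them. On corn, WT and IA lay close together, with 1 pair of replicates each and no spread to set their difference against, so the number of populations pooled cannot be told apart from other sources of spread. No biological explanation was tested.

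Whether IA is intermediate between WT and RR was tested without the co-varying isotigs, a removal chosen after seeing the counts, with the direction from WT to RR taken in a replicate and IA measured in the other. The place of IA on the way from WT to RR was 115.4% and -13.04% on corn, 21.99% and 80.19% at 8 h, and 34.37% and 27.32% at 36 h. On soybean all 4 values lay between 0% and 100%. The PCA places IA outside WT and RR on PC1 at 36 h, at 149.72 against -33 in WT and -120.59 in RR with all isotigs. Without the co-varying ones, IA was at -12.24 against -18.41 and -35.72 at 36 h, and at 3.4 against -11 and -39.5 at 8 h. On PC2 without the co-varying ones, the IA mean lay between those of WT and RR. It was -23.58 against -29.59 and 17.98 at 36 h, and -11.77 against -21.74 and 30.34 at 8 h. On corn the 2 percentages lie too far apart to give IA a place. An intermediate IA is thus neither excluded nor shown by the test of its place.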
